# Metatranscriptomic analysis to define the Secrebiome, and 16S rRNA profiling of the gut microbiome in obesity and metabolic syndrome of Mexican children

**DOI:** 10.1186/s12934-020-01319-y

**Published:** 2020-03-06

**Authors:** Luigui Gallardo-Becerra, Fernanda Cornejo-Granados, Rodrigo García-López, Alejandra Valdez-Lara, Shirley Bikel, Samuel Canizales-Quinteros, Blanca E. López-Contreras, Alfredo Mendoza-Vargas, Henrik Nielsen, Adrián Ochoa-Leyva

**Keywords:** Secrebiome, Microbiota, Microbiome, Obesity, Metabolic syndrome, Metatranscriptome, Metatranscriptomics, AAR, CAZY, Secretome

## Abstract

**Background:**

In the last decade, increasing evidence has shown that changes in human gut microbiota are associated with diseases, such as obesity. The excreted/secreted proteins (secretome) of the gut microbiota affect the microbial composition, altering its colonization and persistence. Furthermore, it influences microbiota-host interactions by triggering inflammatory reactions and modulating the host's immune response. The metatranscriptome is essential to elucidate which genes are expressed under diseases. In this regard, little is known about the expressed secretome in the microbiome. Here, we use a metatranscriptomic approach to delineate the secretome of the gut microbiome of Mexican children with normal weight (NW) obesity (O) and obesity with metabolic syndrome (OMS). Additionally, we performed the 16S rRNA profiling of the gut microbiota.

**Results:**

Out of the 115,712 metatranscriptome genes that codified for proteins, 30,024 (26%) were predicted to be secreted, constituting the Secrebiome of the gut microbiome. The 16S profiling confirmed an increased abundance in Firmicutes and decreased in Bacteroidetes in the obesity groups, and a significantly higher richness and diversity than the normal weight group. We found novel biomarkers for obesity with metabolic syndrome such as increased Coriobacteraceae, *Collinsela*, and *Collinsella aerofaciens*; Erysipelotrichaceae, *Catenibacterium* and *Catenibacterium sp.*, and decreased *Parabacteroides distasonis*, which correlated with clinical and anthropometric parameters associated to obesity and metabolic syndrome. Related to the Secrebiome, 16 genes, homologous to *F. prausniitzi*, were overexpressed for the obese and 15 genes homologous to Bacteroides, were overexpressed in the obesity with metabolic syndrome. Furthermore, a significant enrichment of CAZy enzymes was found in the Secrebiome. Additionally, significant differences in the antigenic density of the Secrebiome were found between normal weight and obesity groups.

**Conclusions:**

These findings show, for the first time, the role of the Secrebiome in the functional human-microbiota interaction. Our results highlight the importance of metatranscriptomics to provide novel information about the gut microbiome’s functions that could help us understand the impact of the Secrebiome on the homeostasis of its human host. Furthermore, the metatranscriptome and 16S profiling confirmed the importance of treating obesity and obesity with metabolic syndrome as separate conditions to better understand the interplay between microbiome and disease.

## Background

The gut is an essential metabolic, endocrine, and immune organ inhabited by millions of microbes. Recently, our knowledge of the diversity of microorganisms in the human gut has exponentially increased with the development of high-throughput sequencing technologies [1]. The intestinal microorganism community (gut microbiota) is a dynamic ecosystem with critical functional roles in the development and physiology of its host, preventing the growth of pathogenic bacteria, modulating the immune response, affecting nutrient absorption, regulating metabolic processes, etc [1]. Meanwhile, the host’s intestinal microenvironment also impacts the structure and function of the microorganisms which inhabit it [2, 3]. Although metagenomic approaches provide information on the microbiota composition and the potential functions of the codified genes, the expression profile of the community is needed to know what genes are expressed under certain conditions [4, 5].

High-throughput sequencing of RNA transcripts (RNA-seq) from microbial communities (metatranscriptome) allows an unprecedented opportunity to analyze the functional and taxonomical dynamics of the expressed microbiome, which can be associated with human health and disease [1]. The microbial encoded genes are not directly correlated with their transcription; up to 41% of microbial transcripts in the human gut have different relative abundances as compared to their genome content [4]. Metatranscriptome analysis has been applied to the human gut microbiota, revealing changes on the microbial community gene-expression profile during the exposure to dietary [6] and xenobiotic interventions [7] or with the presence of inflammatory diseases [8], showing divergent expression profiles of microbial community (subject-specific expression) [9], as well as a core of expressed functions [10, 11]. Recently, a metatranscriptomic ‘core’ universally transcribed over time and across participants, often by different microorganisms, has been identified [3]. Thus, metatranscriptomics emerges as a highly informative approach to analyze the expressed functional dynamics of microbial communities that can be associated with the presence of diseases [1].

The secretome is defined as the complete set of Excreted/Secreted (ES) proteins of a cell [12]. These proteins play a critical role in biological processes important for gut colonization, persistence, interaction with mucosal cells, activating signaling pathways, contributing to probiotic effects, etc. In pathogenic bacteria, the secretome plays a crucial role in parasitism, modulating the host immune response and promoting the proliferation of infection [13–15]. Millions of years of co-evolution between the human host and its gut microbial community have resulted in a continuous dialogue of the microbiota with the immune system promoting the gut homeostasis. Thus, the collection of secreted proteins represents proteins released by the microbiota into the intestinal lumen for bacteria-bacteria and bacteria-host interactions regulating the interaction within the gut. However, current knowledge of the molecular mechanisms responsible for the cross-talk between the gut microbiota and the human host remains incomplete.

There are several examples of the role that ES proteins from the microbiota play in the gut’s health. Bile salt hydrolases of lactobacilli reduce blood cholesterol and diminish the risk for cardiovascular diseases [16, 17], and show activity against intestinal protozoan parasites [18]. Other enzymes such as N-acylated homoserine lactone (AHL)-lactonase help modulate the structure of the microbiota by decreasing the quorum-sensing of pathogenic bacteria [19]. Several secreted proteins act as essential mediators for the establishment of a bifidobacteria-host immune system dialogue [20]. However, no study has been conducted to examine the total secretome of the gut microbiota, and most importantly, what is the expressed secretome codified in the metatranscriptome of the human gut microbiome. Thus, the primary goal of this study was to determine the expressed secretome of the human gut microbiome associated with childhood obesity.

An essential step for the energy harvesting by the microbiota involves the carbohydrate degradation from food. Microbial enzymes conduct the breakdown of the diet’s complex oligosaccharides into fermentable monosaccharides and their posterior transformation into components that can be absorbed by the intestinal cells and the microbiota [21]. Given that the human genome lacks the enzymes required to cleave the glycosidic bonds of the complex dietary polysaccharides [22], this process is mainly performed by three types of Carbohydrate active enzymes (CAZymes) enzymes: the Carbohydrate Esterases (CEs), Glycoside Hydrolases (GH), and Polysaccharide Lyases (PL). CAZymes plays an essential role in determining the nutritional status of individuals. The carbohydrate degradation resulting from the bacterial fermentation of fiber-rich diets constitutes the first step in the production of short-chain fatty acids (SCFAs), essential molecules generally associated with multiple health-promoting and beneficial metabolic effects for the host. However, the increased energy harvest derived by this process has also been proposed to contribute to diet-induced obesity in mice [23].

Here, we report a deeply sequenced metatranscriptome study of human gut microbiome samples to elucidate the functional profile of the Secrebiome. We carried out a high throughput shotgun sequencing of the total RNA and a profiling of the 16S rRNA gene using the V4 region as a marker for the phylogenetic diversity of the expressed bacterial community. Then, we constructed a de novo metatranscriptome to assess the total bacterial genes expressed and secreted that are present in the different groups. Using high-throughput sequencing, we determined for the first time, that ~ 26% of the total genes expressed in the metatranscriptome corresponded to potentially secreted proteins, which may serve as a critical mechanism to regulate the structure–function of the microbiome and their relationship with the host. Furthermore, 31 of these genes were differentially expressed in the obese (O) and obese with metabolic syndrome (OMS) groups. We also observed some novel correlations between differentially abundant taxa and the clinical and anthropometric parameters of the children cohort. When characterizing the Secrebiome, we observed an elevated enzymatic activity, mostly from hydrolases and transferases, which suggests the critical role that these proteins have in the metabolism of nutrients present in the host system.

## Results

### Different microbiota structures were found in normal weight and obesity groups

The study population of this work consisted of 27 children, classified as follows: 7 normal weight (NW), 10 with obesity (O), and 10 with obesity and metabolic syndrome (OMS) selected from a cohort of 750 children around 9 years of age. From the cohort, 333 samples were collected for RNA extraction, where 65% had normal weight, and the remaining 35% were obese. Importantly, 52.94% of obese children also had metabolic syndrome. Anthropometric and biochemical characteristics of the population are shown in Additional file 1: Table S1. Most of anthropometric and clinical parameters related to the obesity and obesity with metabolic syndrome were statistically different among the NW, O and OMS groups (Additional file 1: Table S1).

For the 16S profiling of the microbiota associated with the three groups, we sequenced the corresponding V4 region amplicons of the 16S rRNA gene, and after the application of quality filters, we obtained 2,937,796 joined reads that were classified into 801 OTUs at 97% sequence identity. All samples successfully recovered most of the groups variation, as seen in the rarefaction curve, which shows saturation of diversity at a sequence depth of 20,000 reads (Additional file 2: Fig. S1a, b). Regarding the associated taxonomy of all samples, the bulk of OTU abundance showed that the three groups are dominated by the same three phyla Firmicutes, Bacteroidetes, and Proteobacteria, accounting for 39%, 56%, and 3% of the total reads, respectively (Fig. 1a and Additional file 3: Fig. S2a–f). Firmicutes was markedly increased in the OMS (46.44%), and O (40.29%) as compared to the NW group (26.65%), although only the difference between NW and OMS was statistically significant (p = 0.0431). The opposite effect was observed with Bacteroidetes, which was increased in NW (66.88%) as compared to the O (55.27%) and OMS (45.48%), although only the difference between the NW and OMS was significant (p = 0.0249). Interestingly, the ratio of Firmicutes/Bacteroidetes was NW = 0.55, O = 0.92, and OMS = 1.20, with significance difference only between NW Vs OMS (p = 0.025). Furthermore, both the OMS and O groups exhibited significantly higher richness and diversity than the NW group, with the larger values in the OMS group (Fig. 1b, c). The between-sample diversity comparison carried out with a PCoA ordination based on unweighted UniFrac distances showed no defined clusters by group (R^2^ = 0.066, p = 0.75), although the most disperse one was the OMS (based on the within-group variation), followed by the O and NW groups (Fig. 1d). The weighted distances showed the same behavior (Additional file 4: Fig. S3).

**Fig. 1:**
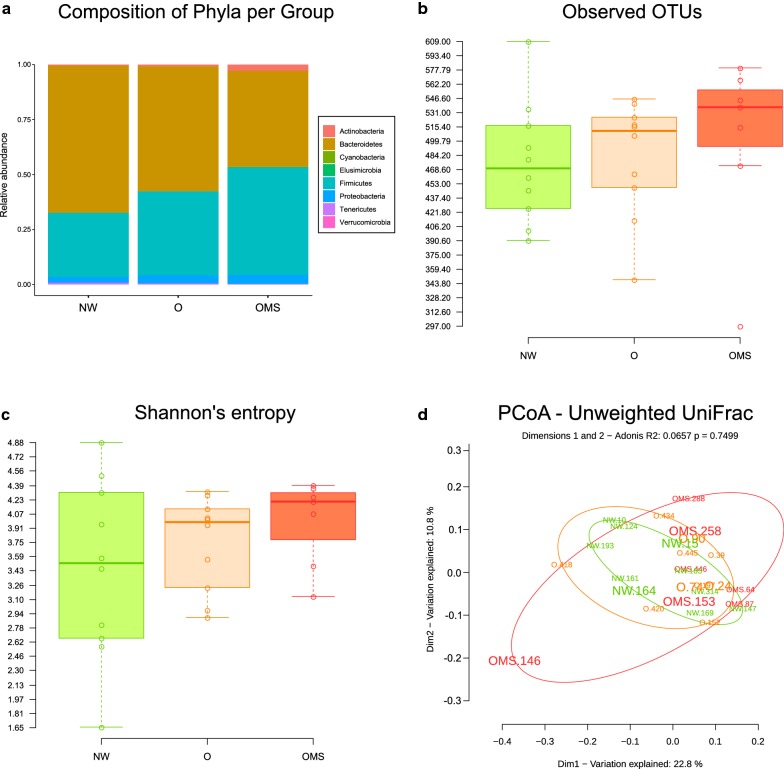
Analysis of the 16S rRNA gene profiles. Each panel compares the NW, O, and OMS groups. **a** Mean Relative abundance of the phyla present in each group. **b** Mean observed OTUs per sample and group. The averaged total unique OTUs from 10,000 rarefactions per sample are shown as points with overlying boxplots showing the distribution within each group. **c** Mean Shannon’s entropy per sample and group. The averaged Shannon’s index value from 10,000 rarefactions per sample are shown as points with overlying boxplots showing the distribution within each group. **d** Principal coordinate analyses of Unweighted UniFrac distances. Elipses were calculated based on the most distant samples per group. Samples for which RNA-seq information is available are presented with a larger font

We found significant differences in the abundance of 41 taxa at different taxonomic levels between the three groups (Fig. 2). The class Coriobacteria, order Coriobacteriales, family Coriobacteraceae, genus *Collinsella* and species *Collinsella aerofaciens* were significantly more abundant specifically in the OMS group (when compared against both the NW and O groups), thus suggesting them as potential biomarkers for obesity with metabolic syndrome. Likewise, the genus *Porphyromonas* and, more specifically, an undetermined species in the same genus were significantly more abundant specifically in the O group when compared against NW and OMS, suggesting them as potential biomarkers for obesity.

**Fig. 2:**
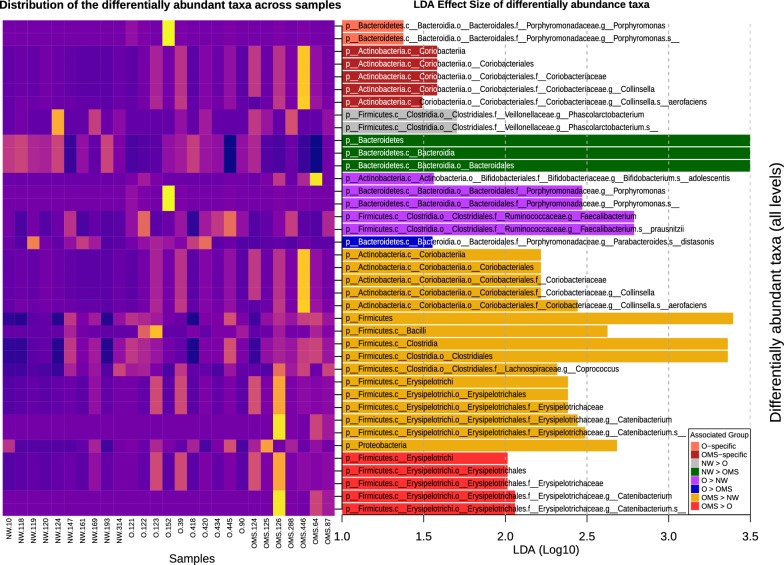
Differentially abundant taxa in association with groups and their distribution in the samples. Bars show the effect size of taxa that are differentially more abundant in the specified groups after analysis with LEfSe. Those labeled as specific were found significantly more in their groups, whereas the rest are found in pairwise group comparisons. The heatmap shows the abundance of those taxa in the samples with more abundant taxa in yellow

Regarding pairwise group statistical significant comparisons, the genus *Phascolarctobacterium* and one undetermined species within this genus were more prevalent in the NW as compared to O, while Bacteroidetes, Bacteroidia, and Bacteroidales were more abundant in the NW than in the OMS group (Fig. 2). The O group showed an over-abundance of bacteria from the *Porphyromonas* and *Faecalibacterium* genera, as well as *Faecalibacterium prausnitzii*, *Bifidobacterium adolescentis*, and an undetermined species of *Porphyromonas* as compared to NW, while *Parabacteroides distasonis* was over-abundant in the O than in the OMS (Fig. 2). The OMS group showed a larger number of differentially abundant taxa at different levels, with the class Erysipelotrochi, order Erysipelotrichales, family Erysipelotrichaceae, genus *Catenibacterium* and an undetermined *Catenibacterium* species reported more over-abundant in the OMS group than in either the NW or O groups when considered separately (Fig. 2). Additionally, the OMS had over-abundance of phyla Firmicutes and Proteobacteria; class Coriobacteriia, Bacilli, and Clostridia; order Coriobacteriales and Clostridiales; family Coriobacteriaceae, genera *Colinssella*, and *Coprococcus*; and species *Colinsella aerofaciens* when compared to NW (Fig. 2).

### Microbiota changes are associated with anthropometric and clinical parameters

We analyzed whether the 41 differentially abundant taxa were correlated with changes in the anthropometric and clinical parameters that are involved in obesity and metabolic syndrome (Additional file 5: Table S2). Interestingly, *Collinsella aerofaciens* which was over-abundant in OMS vs all groups, showed a significant positive correlation with triglycerides (r = 0.62, p = 0.00053) (Fig. 3a), while showing a negative correlation with HDL (r = − 0.4, p = 0.039) (Fig. 3b). Interestingly, *C. aerofaciens* also showed a positive, albeit weak, correlation with waist circumference (r = 0.28, p = 0.16) and BMI (r = 0.34, p = 0.078). In the upper taxonomic levels, the genus *Collinsella* showed a positive significant correlation with triglycerides (r = 0.64, p = 0.00029) (Fig. 3c), and BMI (r = 0.39, p = 0.044) (Fig. 3d), and a negative correlation with HDL (r = − 0.4, p = 0.036) (Fig. 3e), and a positive but weak correlation with waist circumference (r = 0.35, p = 0.073). The same behavior was observed with the corresponding family Coriobacteriaceae, order Coriobacteriales and class Coriobacteriia (Additional file 5: Table S2). We also found positive correlations of tryglicerides and BMI with Clostridiales, Clostridia (Additional file 5: Table S2), and Firmicutes (Additional file 5: Table S2), which were more abundant in the OMS vs NW groups. Contrary, Bacteroidetes, Bacteroidia and Bacteroidales, which were over-abundant in NW when compared to OMS were negatively correlated with tryglicerides and BMI (Additional file 5: Table S2). In addition, *Faecalibacterium prausnitzii* (Fig. 3f) and *Faecalibacterium* (Fig. 3g) showed a positive correlation with BMI (r = 0.38, p = 0.048) while *Bifidobacterium adolescentis* correlated positively with triglycerides (r = 0.74, p = 0.0000094) (Fig. 3h) and a negative but weak correlation with HDL (r = − 0.34, p = 0.082). Both species were significantly more abundant in O with respect to NW. Furthermore, *Parabacteroides distasonis* which was more abundant in O when compared to OMS showed a positive correlation with LDL (r = 0.58, p = 0.0023) (Fig. 3i). Importantly, we found a positive correlation with waist-circumference and taxa in different levels, including Erysipelotrichi, Erysipelotrichales and Erysipelotrichaceae, and Bacilli (Additional file 5: Table S2), which were more abundant in OMS pairwise comparisons against NW and O.

**Fig. 3:**
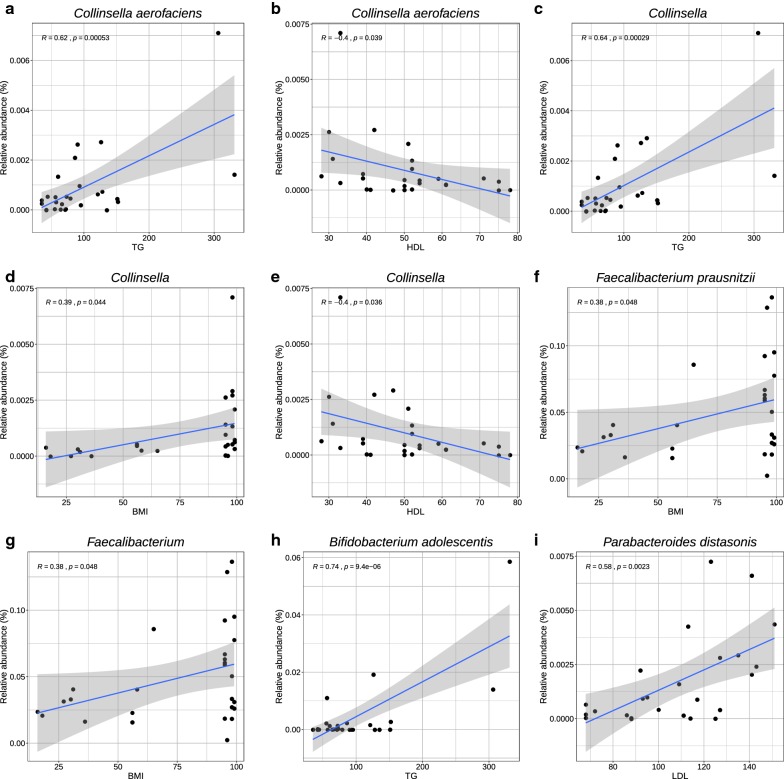
Linear regression and Pearson correlation of LEfSe biomarkers. The title of each graph corresponds to the LEfSe biomarkers taxa. The x-axis shows the value of the clinical and anthropometrical parameters, and the y-axis shows the relative abundance for each taxa

### RNAseq resulted in a representative assembly of the metatranscriptome

To explore the expressed taxonomy and functions associated with obesity and metabolic syndrome, we conducted a metatranscriptomic analysis. 

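Total RNA from feces of 2 normal weight (NW) children, 3 children with obesity (O) and 3 with obesity and metabolic syndrome (OMS) was depleted of rRNA and sequenced, a metatranscriptomic assay that reads the RNA of the whole gut community. The reads of all the samples were assembled together de novo with Trinity, which groups contigs into genes (DN, c and g numbers) and clusters of related genes (DN and c numbers). The authors aligned the reads of each sample to this assembly with Bowtie2 and deposited RSEM estimates for every assembled gene of every sample. The values are expected counts, TPM and FPKM, where 1 count stands for 1 fragment divided among the genes it could come from. The total expected count was 3342005 fragments in NW 1 and 881873 in NW 2. It was 3609355 in O 1, 701466 in O 2 and 16626404 in O 3, and 4753600 in OMS 1, 1163640 in OMS 2 and 2146550 in OMS 3. The gap between the deposited length and effective length of genes over 3000 nt gives the mean fragment length that RSEM used, which was between 168 and 178 nt in NW 1, O 1, O 3, OMS 1 and OMS 3 and between 328 and 338 nt in NW 2, O 2 and OMS 2. The samples with the longer fragments, 1 in each group, also detected fewer genes. At least 1 count was found for 2070 genes in NW 2, 1803 in O 2 and 2100 in OMS 2, against 27633 in NW 1, 25646 in O 1, 208187 in O 3, 21407 in OMS 1 and 26928 in OMS 3. The counts of every sample were then drawn at random to the 701466 fragments of O 2. The samples with the shorter fragments still detected between 17028 and 68304 genes, and those with the longer fragments between 1743 and 1957. O 2 was already at this depth, and the drawing itself lowered its number from 1803 to 1743. Expected counts were rounded to whole numbers for edgeR's quasi-likelihood test, with TMM normalization. The lists of genes in the Secrebiome were not used here, so all assembled genes that passed a filter on counts entered each test. This filter uses the count limits of the methods without their FPKM threshold. The paper applied its count limits to the isomeres of the Secrebiome, and here they were applied to Trinity genes. Values per sample are given as TMM-normalized counts (CPM), and 3 counts, the smallest amount taken as detectable, correspond to 2.62 in NW 1, 1.51 in NW 2, 2.56 in O 1, 2.08 in O 2, 0.28 in O 3, 1.02 in OMS 1, 2.66 in OMS 2 and 1.76 in OMS 3. These limits cover counting error only, since reads copied from the same molecule by PCR are not independent. The choices that could change the values most are the normalization, which rests on the few genes shared between samples, and the counting of each Trinity gene on its own.

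**Figure D1:**
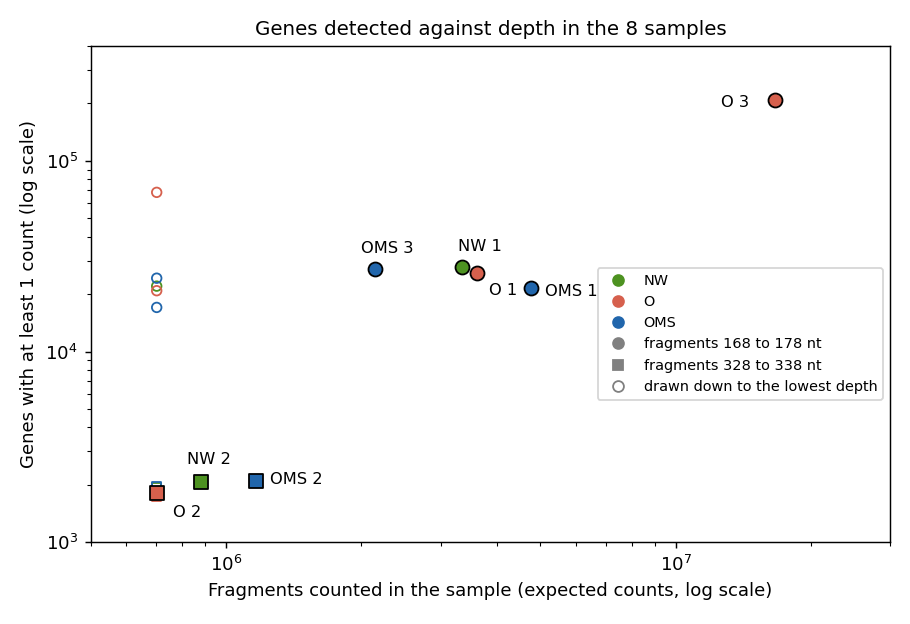
Number of genes with at least 1 count (vertical axis, log scale) against the fragments counted in each sample (horizontal axis, log scale). Filled symbols are the 8 samples, colored by group, with circles for fragments of 168 to 178 nt and squares for fragments of 328 to 338 nt, and open symbols are the same samples drawn down to 701466 fragments. The filled squares lie at 1803 to 2100 genes and the filled circles at 21407 to 208187, and the open squares lie at 1743 to 1957 genes and the open circles at 17028 to 68304.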

To this end, we obtained and sequenced the total RNA of eight fecal samples (NW = 2, OB = 3, and OMS = 3). The integrity of the total RNA showed the dominance of the 16S/23S and 18S/28S rRNA peaks (Additional file 6: Fig. S4). The samples were rRNA depleted and sequenced and after quality control and removal of sequencing artifacts, a total of 172,444,756 million reads with an average read length of 92 nt were obtained. After the removal of Eukaryotic and Prokaryotic ribosomal RNA and human transcripts, we obtained 110,014,240 RNA-seq reads, which were used for the de novo assembly of the metatranscriptome. Next, we obtained an assembly comprised of 224,427 contigs with an N50 of 702 bp and a total of 125,015,187 nucleotides assembled (Additional file 7: Table S3). 

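The deposited files list 224427 assembled genes made of 309550 transcripts, and 86.8% of the genes had 1 transcript. RSEM gives each gene a length for each sample, averaged over its transcripts by their abundance. With the mean of this length over the 8 samples, the genes summed to 113855460 nt, with an N50 of 591 nt, a mean of 507.3 nt and a median of 330 nt. With the longest of the 8 lengths of each gene, they summed to 120989988 nt, with an N50 of 656 nt, a mean of 539.1 nt and a median of 331 nt. The shortest gene was 201 nt and the longest 50793 nt. Of the 224427 genes, 167690 (74.72%) had a count in 1 sample only, 122 had a count in all 8 samples and 1823 had no count of at least 1 in any sample.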

From these contigs, we obtained 115,712 open reading frames (ORF) containing a protein sequence. Notably, > 54% of the total reads from the eight samples mapped back to the assembly, suggesting that our assembly covers a broad fraction of the sequence spectrum for all the samples (Fig. 4a). 

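The expected counts of the 8 samples summed to 33224893 fragments. Set against the 110014240 reads that the paper used for the assembly, this is 30.2% if each counted fragment stands for 1 read and 60.4% if it stands for a pair of reads. O 3 contributed 50.0% of the counted fragments, OMS 1 14.3%, O 1 10.9%, NW 1 10.1%, OMS 3 6.5%, OMS 2 3.5%, NW 2 2.7% and O 2 2.1%. O 3 had a count for 92.76% of the assembled genes. The other samples with shorter fragments had a count for 9.54% (OMS 1) to 12.31% (NW 1) of the genes, and O 2, NW 2 and OMS 2 for 0.80%, 0.92% and 0.94%. From the share of reads that mapped back, the paper proposes that the assembly covers a broad part of the sequences in all the samples.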

In the same manner, the read mapping to our assembly was performed with metatranscriptomic samples collected from twenty-seven healthy adults from two independent studies (NCBI BioProjects PRJNA354235 and PRJNA188481). Interestingly, > 25% of the reads mapped to our assembly (Fig. 4a), suggesting that our metatranscriptome also covered a good proportion of the sequence spectrum in adults, considering the known differences of the microbiota composition among children and adults.

**Fig. 4:**
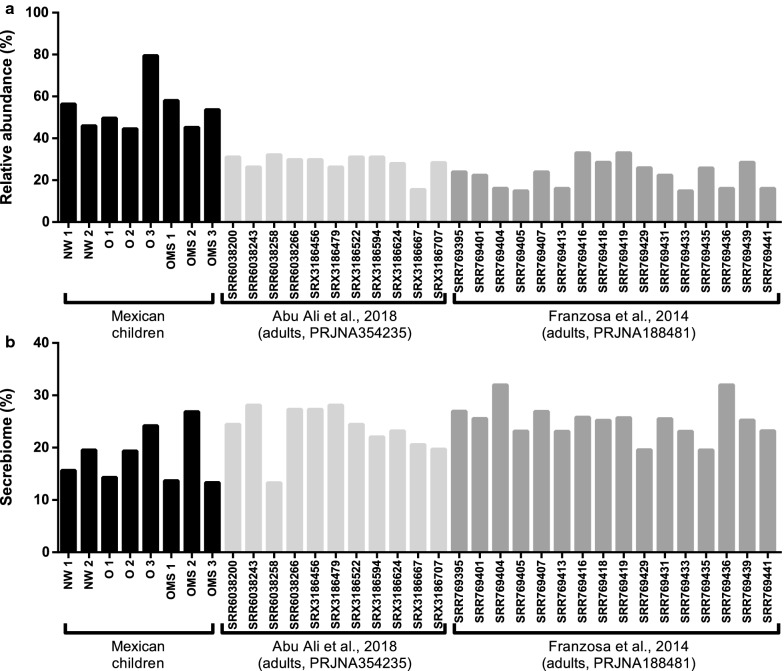
Remapped sequences to the metatranscriptome and Secrebiome. **a** Proportion of reads remapped to the global metatranscriptome and **b** proportion of Secrebiome/metatranscriptome remapped by sample. The external samples were taken from BioProjects PRJNA354235 and PRJNA188481

### Determination of the Secrebiome

Proteins can be secreted by bacteria through multiple secretory mechanisms. Thus, we used a bioinformatic strategy [14, 15] to predict the secreted proteins encoded in our metatranscriptome. Out of the 115,712 genes that codify for proteins, we predicted 30,024 as potentially secreted, which represented ~ 26% of the total proteins in our metatranscriptome. All these proteins were referred to as the secretome of the microbiome, the “Secrebiome”. Notably, this represents 31.10% of the expression of the total metatranscriptome. From the 30,024 secreted proteins, 96.57% showed significant similarity against homologs in the NCBI’s non-redundant protein database (nr), 64.26% were assigned a Gene Ontology (GO) term, and 19.84% were assigned an Enzyme Commission (EC) number. The GO terms distribution showed that the Secrebiome was mainly composed of Hydrolase activity (18.4%) at Molecular Function (Additional file 8: Fig. S5a), membrane (37%) at Cellular Component (Additional file 8: Fig. S5b); and organic substance metabolic process (21%) at Biological process (Additional file 8: Fig. S5c). Finally, the EC classification showed that Hydrolases and Transferases were the most abundant terms with 47.5% and 23.4% of the EC sequences, respectively (Additional file 8: Fig. S5d). The GO and EC recruitment plots showed a relatively complete collection of the total ontology and enzyme variability as most curves passed their inflection points after 10,000 observations in most samples (Additional file 9: Fig. S6a, b), suggesting an adequate functional coverage of our samples to the Secrebiome.

Importantly, when we mapped the RNA-seq reads of the eight samples to the Secrebiome > 18% of the reads that mapped to the total metatranscriptome, aligned back to the Secrebiome (Fig. 4b), suggesting that an important proportion of reads potentially represented secreted proteins and thus may be in direct contact with the host. Notably, the reads from the two external published BioProjects, mapped back > 24% of the reads (Fig. 4b), suggesting that approximately a quarter of the sequences in the metatranscriptome of adults, correspond to the expression of the Secrebiome. Interestingly, the read proportion that mapped to our samples is more variable than the percentage obtained for the studies on adults, suggesting that the Secrebiome in children is more variable among individuals than in adults (Fig. 4b).

### Differential expression of the Secrebiome among obesity groups

A comparison of the predicted abundance values (RSEM) of the Secrebiome transcripts from the obese groups resulted in the identification of 31 transcripts differentially expressed in either the O (16 transcripts) and OMS (15 transcripts) groups (Fig. 5). 

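After the filter, 14323 genes were compared between the 3 O and the 3 OMS samples. No gene had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8 genes had an unadjusted p-value under 0.05, of which 6 were higher in OMS and 2 higher in O. The spread between samples of the same group was large, with a common dispersion of 6.29. All 31 transcripts of Fig. 5 passed the filter, and all 31 were higher in the group that the figure associates them with. The log2 fold change toward that group was between 2.39 and 6.13 for the 16 O transcripts, with a median of 3.92, and between 1.82 and 7.41 for the 15 OMS transcripts, with a median of 3.62. The standard errors lay between 3.18 and 4.98. None of the 31 had an unadjusted p-value under 0.05 in edgeR's test. The lowest was 0.137, for the OMS transcript DN72002_c1_g2 (LacI family transcriptional regulator), and none passed after Benjamini-Hochberg adjustment over the 31 or over all genes. In simulated data with this dispersion, edgeR's test gave an unadjusted p-value under 0.05 for 5 of 168 genes changed by 4 on the log2 scale. That none of the 31 passed therefore says little about whether they differ. Of the alternatives set before the data were examined, DESeq2 with default settings, the tool the paper used, most moved the numbers of genes and transcripts under 0.05. It gave 319 genes with an unadjusted p-value under 0.05, 3 genes with an adjusted p-value under 0.05, and 14 of the 31 transcripts with an unadjusted p-value under 0.05, namely 11 of the 16 O transcripts and 3 of the 15 OMS transcripts. DESeq2 gave a p-value for 8139 of the 14323 genes, and 3.92% of these were under 0.05. Among the 10 ways to split the 6 samples into 3 and 3, the real one gave the fewest genes under 0.05 in DESeq2, over a range of 319 to 1715. These numbers therefore do not tell a difference between the groups from chance. DESeq2 gave no p-value for 8 of the 31, its default for genes with an extreme count in 1 sample. Without this cutoff, an alternative chosen after the data were examined, DESeq2 gave a p-value for all 14323 genes. Of these, 1013 had an unadjusted p-value under 0.05 and 48 an adjusted p-value under 0.05, and 18 of the 31 had an unadjusted one. With the cutoff and DESeq2's Benjamini-Hochberg adjustment, 2 of the 31 passed over the list alone and none over all genes. The list was called on these same data, so the adjustment over the list shows no stability. For the same reason, the number of transcripts in the direction of Fig. 5 is no independent support for it. The associated group had a count in all 3 of its samples for 11 transcripts and in 2 for the other 20. Within the associated group, the sample with the highest value held between 50.9% and 98.6% of the summed normalized counts, with a median of 73.8%. With each sample left out in turn, 28 of the 31 kept their direction in each of the 6 fits. DN64408_c0_g3, DN67328_c3_g3 and DN72598_c2_g1, all associated with OMS, changed sign in 1 or more of them. Between the samples with shorter fragments alone, 2 O against 2 OMS, 29 of the 31 kept their direction, and the lowest unadjusted p-value was 0.163 from edgeR's test. The samples with longer fragments, O 2 and OMS 2, are too few to compare alone. From the transcripts with a p-value below its threshold, the paper states that they are differentially expressed in O or in OMS.

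**Figure D2:**
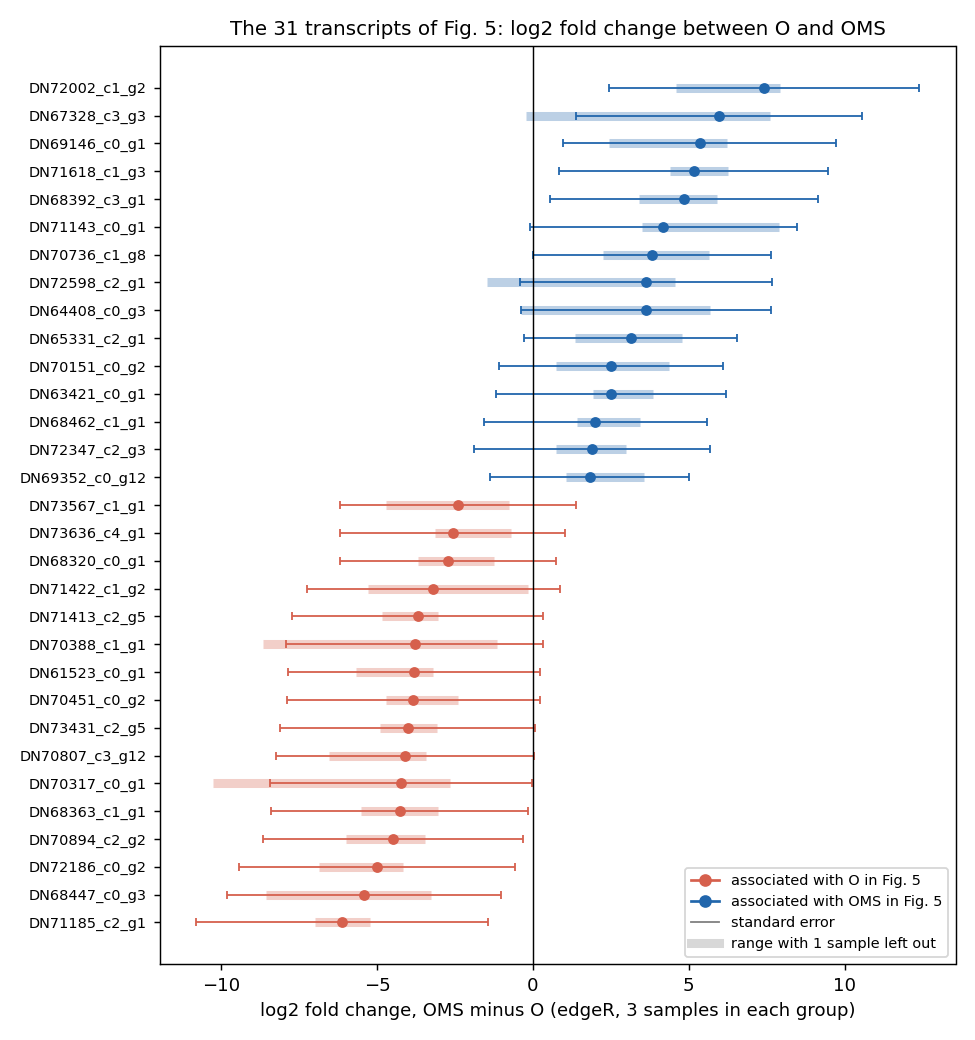
Log2 fold change between OMS and O (horizontal axis, OMS minus O, from edgeR with 3 samples in each group) of each of the 31 transcripts of Fig. 5 (vertical axis). Points are the estimates, thin bars their standard errors and wide pale bars the range over the fits that each left out 1 sample. The estimates of the 16 O transcripts are all below 0 and those of the 15 OMS transcripts all above 0, with standard errors of 3.18 to 4.98.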

Because RNA-seq data was only available for two samples in the NW group and their contribution to the set was limited, this group was excluded from the DESeq differential expression analysis to avoid a detrimental effect in the internal normalization. 

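With all 3 groups in 1 fit of the 8 samples, 21788 genes passed the same filter. Between OMS and O, this fit gave no gene with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 89 with an unadjusted p-value under 0.05, of which 41 were higher in OMS and 48 higher in O. The 31 transcripts all kept their direction in it, and none had an unadjusted p-value under 0.05. Between NW and the mean of O and OMS, no gene had an adjusted p-value under 0.05 and 105 had an unadjusted p-value under 0.05, all of them higher in NW. This direction depends on the tool, since DESeq2 with default settings gave 140 genes higher and 219 lower in NW with an unadjusted p-value under 0.05, and 31 higher and 61 lower with an adjusted p-value under 0.05. The TMM factors in this fit were 0.439 for NW 1 and 2.562 for NW 2, against 0.471, 2.494 and 0.882 for O 1, O 2 and O 3 and 0.754, 1.239 and 0.918 for OMS 1, OMS 2 and OMS 3.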

Regardless, the resulting 31 differentially expressed transcripts obtained for both the O and OMS groups were compared against an independent normalization carried out separately with the NW group to compare their expression in this group and the obese groups. 

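Of the 31 transcripts, 27 were lower in NW than in the group that Fig. 5 associates them with, in the fit of all 8 samples, and 4 were higher. None of the 31 differences had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the lowest p-value after Benjamini-Hochberg adjustment over the 31 was 0.927. With DESeq2 at default settings, 7 of the 31 were lower in NW with an unadjusted p-value under 0.05. In NW, 3 transcripts had no count in either sample, 24 had a count in 1 sample and 4 in both. For 7 transcripts both NW samples were at or under 3 counts, and the mean of the associated group was at least 3.55-fold (DN69352_c0_g12) to at least 469-fold (DN71185_c2_g1) higher than NW. These bounds cover counting error only. NW 2 had no count for 1210 of the 1601 genes with at least 10 counts in every sample with shorter fragments. A missing count in NW 2 may therefore not limit the abundance to 3 counts. NW 2 had a count for 5 of the 31 transcripts and NW 1 for 27. The 4 transcripts higher in NW were DN70451_c0_g2 (pyruvate synthase subunit porA), DN69146_c0_g1 (LacI family transcriptional regulator), DN73431_c2_g5 (chaperone protein DnaK) and DN65331_c2_g1 (YhcH/YjgK/YiaL family protein). DN70451_c0_g2 had 20.1 normalized counts in NW 1 and 753 in NW 2, against 150 ± 168 (SD, n = 3) in O. DN69146_c0_g1 had 140 in NW 1 and 392 in NW 2, against 157 ± 236 (SD, n = 3) in OMS. DN73431_c2_g5 had 345.5 in NW 1 and no count in NW 2, against 110 ± 107 (SD, n = 3) in O. DN65331_c2_g1 had 29.7 in NW 1 and no count in NW 2, against 9.46 ± 12.1 (SD, n = 3) in OMS. The cobalt chelatase DN71422_c1_g2 had 1139 in NW 2 and 22.7 in NW 1, and its mean in O was 679 ± 1002 (SD, n = 3). Summed over the 31 transcripts, the normalized counts were 1657 in NW 1 and 2444 in NW 2. They were 1752 in O 1, 7639 in O 2 and 3726 in O 3, and 4038 in OMS 1, 4409 in OMS 2 and 1636 in OMS 3. Over the 16 O transcripts alone, NW 1 had 830 and NW 2 had 2052, against 1391, 7639 and 3497 in O 1, O 2 and O 3. Over the 15 OMS transcripts alone, NW 1 had 827.4 and NW 2 had 392.3, against 3888, 4409 and 1088 in OMS 1, OMS 2 and OMS 3.

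**Figure D3:**
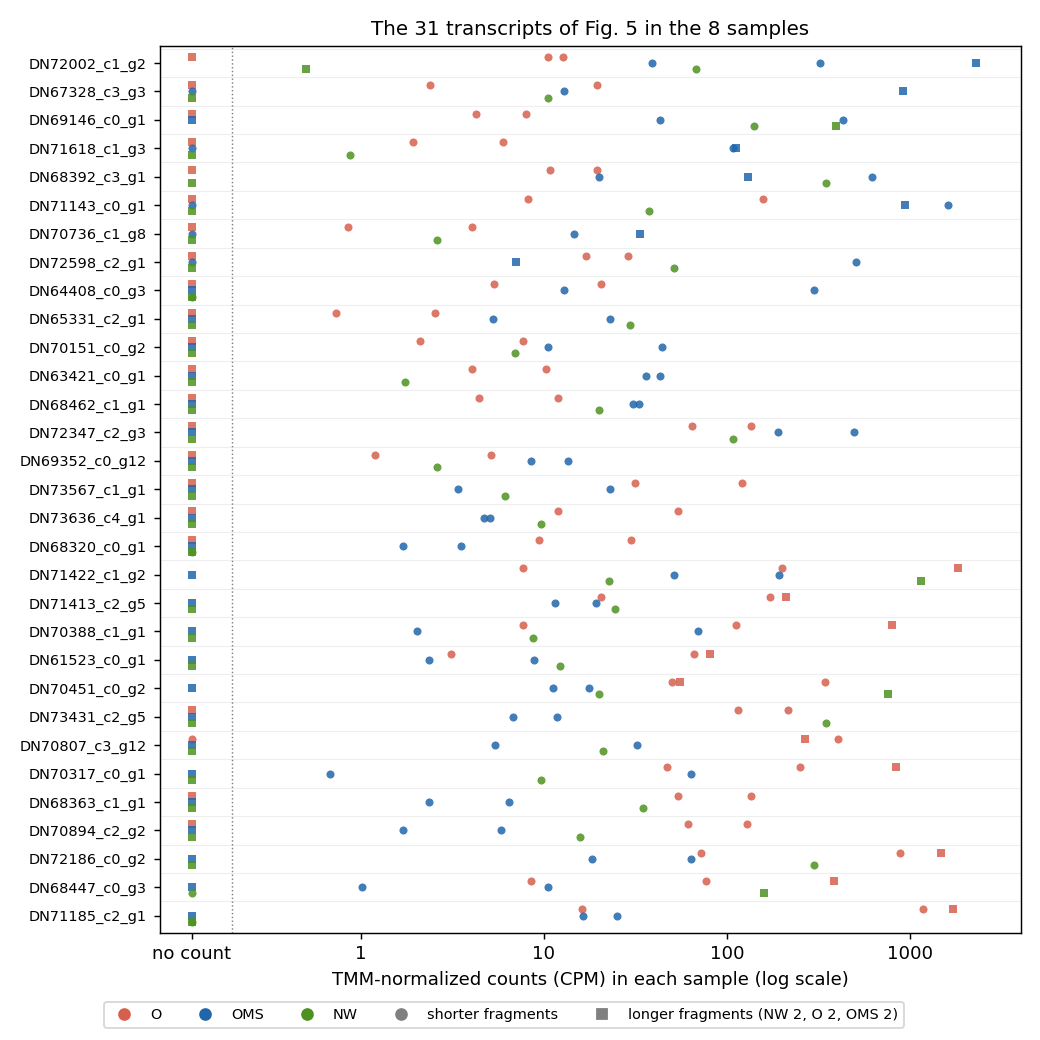
TMM-normalized counts (CPM, horizontal axis, log scale) of the 31 transcripts of Fig. 5 (vertical axis) in each of the 3 O, 3 OMS and 2 NW samples. Squares are NW 2, O 2 and OMS 2, the samples with longer fragments, and symbols left of the dotted line are samples with no count. O 2 had a count for 10 of the 31 transcripts, OMS 2 for 7 and NW 2 for 5.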

As seen in Fig. 5 and Additional file 10: Figure S7, the fold change of expression of the 31 transcripts was mainly driven by a strong signal in the O and OMS groups, with a negligible impact from the NW group, suggesting that the comparison of the overexpressed genes is associated to the obesity phenotype.

**Fig. 5:**
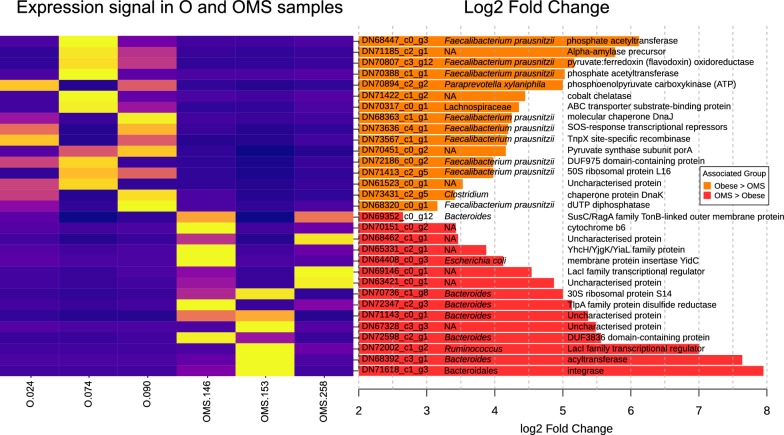
Differentially expressed secretome transcripts. Transcripts significantly associated with either the O or OMS were determined with DESeq after expression signal standardization. The heatmap shows the normalized RSEM abundance of each transcript per sample with a higher abundance in yellow. Bars on the right depict the total fold transcripts detected in association to each group (in log2 scale). The overlying matrix contains the predicted protein name on the left, the putative taxonomic assignation based on an LCA approach on the center, and the associated functional annotation on the right

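The O transcript DN71185_c2_g1 had 16.2 normalized counts in O 1, 1712 in O 2 and 1180 in O 3, from 19, 2472 and 12802 counted fragments. It had 25.2 in OMS 1, no count in OMS 2 and 16.4 in OMS 3, and no count in either NW sample. The mean was 969 ± 867 (SD, n = 3) in O and 13.9 ± 12.8 (SD, n = 3) in OMS. The log2 fold change was -6.13, OMS minus O, with a standard error of 4.68 (unadjusted p = 0.19, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes). O 1 was below OMS 1, so the groups overlapped. With each sample left out in turn, the log2 fold change stayed between -6.98 and -5.22. It ranked 1 among the 16 O transcripts by the size of its log2 fold change. With DESeq2, the log2 fold change was -8.30, with a standard error of 2.50 and an unadjusted p-value of 0.000893.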

The transcript DN71185_c2_g1, was one of the most strongly associated with the O group. It was cross-referenced to a carbohydrate-binding module (CBM26), and its sequence was homologous to an alpha-amylase precursor. Further, the taxonomy assigned to most of the differentially expressed transcripts corresponded to *Faecalibacterium* *prausnitzii,* mainly present in the O group (9 out of 16) and to the genera Bacteroides, mainly present in the OMS group (6 out of 15) (Fig. 5). 

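The abundance of the 9 transcripts assigned to *Faecalibacterium prausnitzii* was summed in each sample. The sum was 1028 normalized counts in O 1, 3125 in O 2 and 1178 in O 3, against 51.0 in OMS 1, 0 in OMS 2 and 232 in OMS 3. In NW 1 and NW 2 it was 404 and 159.9. Every O sample was above every OMS sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The sum of the 6 *Bacteroides* transcripts was 3264 in OMS 1, 1112 in OMS 2 and 222 in OMS 3, against 265 in O 1, 0 in O 2 and 189 in O 3, and 550.1 in NW 1 and 0 in NW 2. O 1 was above OMS 3, and the two-sided exact permutation test gave p = 0.2. The separation depends on the scaling. With the deposited TPM, the *F. prausnitzii* sum was 80.25 in O 1, below the 90.54 of OMS 3 (exact permutation test, p = 0.2), and every OMS sample was above every O sample for *Bacteroides* (exact permutation test, p = 0.1). These transcripts were chosen on the same samples for their difference between the groups. When the counts of the whole Trinity cluster of each transcript were summed, which adds the genes that Trinity separated from it, the log2 ratio of the group means fell from 4.23 to 1.56 for *F. prausnitzii* (O over OMS, p = 0.2 in the exact test) and from 3.34 to 1.71 for *Bacteroides* (OMS over O, p = 0.4 in the exact test), and OMS 2 then had 1780 normalized counts in the *F. prausnitzii* clusters. All 1780 lay in the cluster of DN71413_c2_g5, which itself had no count in OMS 2. That cluster also had 1034 in O 1, against 20.5 for the transcript alone. The cluster of the *Bacteroides* transcript DN69352_c0_g12 had 690 in O 3 and 84.6 in OMS 1, against 1.20 and 8.50 for the transcript alone. The ratios with clusters thus depend on single clusters, and the taxon of the added genes is unknown here. The taxa are those of Fig. 5, and the paper states that they account for most of the transcripts.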

Interestingly, nine of the 31 transcripts had significant correlations with anthropometric and biochemical measurements (Additional file 11: Fig. S8). 

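The abundance of each transcript in the sequenced samples is given here by group, and clinical measurements were not analysed here. The molecular chaperone DnaJ transcript DN68363_c1_g1 had 53.8 normalized counts in O 1, none in O 2 and 136 in O 3, against 2.38 in OMS 1, none in OMS 2 and 6.46 in OMS 3, and 35.0 in NW 1 and none in NW 2. Its log2 fold change was -4.27, OMS minus O, with a standard error of 4.12 and an unadjusted p-value of 0.301 from edgeR's quasi-likelihood test. The DnaK transcript DN73431_c2_g5 had 114.5 normalized counts in O 1, none in O 2 and 215 in O 3, against 6.80 in OMS 1, none in OMS 2 and 11.7 in OMS 3. Its log2 fold change was -4.02, with a standard error of 4.09 and an unadjusted p-value of 0.326 from the same edgeR test. DESeq2 gave an unadjusted p-value of 0.0373 for the DnaJ transcript and of 0.048 for the DnaK transcript. The 3 samples without a count for either transcript were O 2, OMS 2 and NW 2, those with longer fragments and fewer genes detected.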

The transcripts corresponding to a molecular chaperone DnaJ (DN68363_c1_g1) and a chaperone protein DnaK (DN73431_c2_g5) negatively correlated with LDL levels. 

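The integrase transcript DN71618_c1_g3, which Fig. 5 assigns to Bacteroidales, had 108 normalized counts in OMS 1, 111.5 in OMS 2 and none in OMS 3. It had 5.98 in O 1, none in O 2 and 1.94 in O 3, and 0.87 in NW 1 and none in NW 2. The counted fragments were 317 in OMS 1, 126 in OMS 2, 7 in O 1, 21 in O 3 and 1 in NW 1. The mean was 73.1 ± 63.3 (SD, n = 3) in OMS and 2.64 ± 3.05 (SD, n = 3) in O. The log2 fold change was 5.15, OMS minus O, with a standard error of 4.32 and an unadjusted p-value of 0.233 from edgeR's quasi-likelihood test, and it stayed between 4.38 and 6.25 with each sample left out in turn. With DESeq2, it was 6.73, with a standard error of 2.85 and an unadjusted p-value of 0.0182.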

One transcript corresponding to an integrase (DN71618_c1_g3) correlated positively with triglycerides and weight, and five transcripts correlated positively with diastolic and systolic blood pressure. 

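The TlpA family protein disulfide reductase transcript DN72347_c2_g3 (*Bacteroides*) had 493 normalized counts in OMS 1, none in OMS 2 and 189 in OMS 3, against 64.1 in O 1, none in O 2 and 136 in O 3, and 108 in NW 1 and none in NW 2. Its log2 fold change of 1.90, OMS minus O, was smaller than its standard error of 3.79 (unadjusted p = 0.615 from edgeR's quasi-likelihood test, the highest of the 31). The cytochrome b6 transcript DN70151_c0_g2 had 44.2 normalized counts in OMS 1, none in OMS 2 and 10.6 in OMS 3, against 7.69 in O 1, none in O 2 and 2.12 in O 3. In NW 1 it had 7.00 and in NW 2 none. Its log2 fold change of 2.51 was also smaller than its standard error of 3.59 (unadjusted p = 0.484 from the same edgeR test). With DESeq2, the log2 fold change was 0.61 for DN72347_c2_g3, with a standard error of 2.87 and an unadjusted p-value of 0.833, and 2.601 for DN70151_c0_g2, with a standard error of 2.49 and an unadjusted p-value of 0.296. With each sample left out in turn, the edgeR log2 fold change stayed between 0.73 and 3.00 for DN72347_c2_g3 and between 0.75 and 4.38 for DN70151_c0_g2.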

Finally, two transcripts correlated negatively with glucose levels, TlpA family protein disulfide reductase (DN72347_c2_g3), and cytochrome b6 (DN70151_c0_g2). Furthermore, a gene coding for integrase (DN71618_c1_g3) was positively correlated with triglycerides and weight, while the 30S ribosomal protein S14 (DN70736_c1_g8) was also positively correlated with weight. 

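The 30S ribosomal protein S14 transcript DN70736_c1_g8 (*Bacteroides*) had 14.6 normalized counts in OMS 1, 33.6 in OMS 2 and none in OMS 3, from 43 and 38 counted fragments. It had 0.85 in O 1, none in O 2 and 4.06 in O 3, from 1 and 44 counted fragments, and 2.62 in NW 1 and none in NW 2. The log2 fold change was 3.82, OMS minus O, with a standard error of 3.81 and an unadjusted p-value of 0.315 from edgeR's quasi-likelihood test. When all genes of its Trinity cluster were counted together, which adds other genes to it, the log2 fold change was -1.11, with a standard error of 3.64. With DESeq2, the log2 fold change of the transcript itself was 4.19, with a standard error of 2.97 and an unadjusted p-value of 0.159.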

All these transcripts can be suggested as potential biomarkers to differentiate the microbiome expression profiles among obesity and obesity with metabolic syndrome.

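The normalized counts of the 3 O and the 3 OMS samples did not overlap for 5 of the 31 transcripts, namely DN70451_c0_g2, DN72186_c0_g2 and DN71413_c2_g5, higher in O, and DN72002_c1_g2 and DN68392_c3_g1, higher in OMS. Chance alone gives a separation for 10.0% of transcripts only if no values are tied, whereas 14 of the 31 had a count in neither O 2 nor OMS 2 and so cannot separate, and the 31 were selected for their difference on the same samples. Among all 14323 genes compared, 111 (0.77%) had O and OMS samples that did not overlap. The count of 5 depends on the scaling. In alternatives chosen after the data were examined, it was 4 with the deposited TPM, where DN71413_c2_g5 overlapped, and 4 with DESeq2's size factors, where DN71413_c2_g5 and DN68392_c3_g1 overlapped and DN61523_c0_g1, higher in O, did not. A sample of the associated group without a count rules out such a separation, and O 2 had a count for 10 of the 16 O transcripts and OMS 2 for 7 of the 15 OMS transcripts. In DN72002_c1_g2, the values were 39.1, 2277 and 322 normalized counts in OMS 1, OMS 2 and OMS 3, against 12.8 in O 1, none in O 2 and 10.6 in O 3. In DN72186_c0_g2, they were 885, 1473 and 72.3 in O 1, O 2 and O 3, against 18.4 in OMS 1, none in OMS 2 and 63.4 in OMS 3.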

### CAZY enzymes were enriched in the Secrebiome

One of the most critical roles of the microbiota is its ability to utilize complex carbohydrate sources. Thus, classification according to the Carbohydrate-Active enzymes (CAZy) was performed to assess which expressed secreted proteins possessed the ability to enhance the carbohydrate-harvesting activity and analyze their association with obesity phenotypes. This analysis resulted in the identification of 2249 secreted proteins that had catalytic or carbohydrate-binding modules involved in the degradation and modification of carbohydrates. Interestingly, enrichment of CAZY enzymes was observed in the Secrebiome (7.5%) as compared to the non-secreted proteins (3.0%) of the metatranscriptome. The most abundant CAZY enzyme classes in the Secrebiome were Glycoside Hydrolases (GH; 35.1%), Carbohydrate-Binding Module (CBM; 33.8%), S-Layer Homology domain (SLH; 13.7%), and Carbohydrate Esterases (CE; 9.7%) (Additional file 12: Fig. S9).

We did not find significant differences in the distribution of CAZY enzymes within the Secrebiomes or within the non-secreted proteins of the three groups. However, when we compared the secreted against the non-secreted proteins, we found a significant abundance enrichment of CAZY enzymes from cohesin, SLH, dockerin, CBM, and Polysaccharide Lyases (PL) classes in the Secrebiome when compared to the non-secreted proteins of the metatranscriptome (Fig. 6). Contrastingly, a significant underrepresentation was observed in the Secrebiome for Glycosyltransferases (GT), Auxiliary Activities (AA), and CE CAZy classes. Only the abundance of the glycoside hydrolases was not significantly different among Secrebiome and non-secreted proteins (Fig. 6). These data suggest a differential CAZy activity in the Secrebiome. Interestingly, the families enriched in the Secrebiome seemed to be focused on binding and receptor functions, which suggest a role in the communication between the microbial communities and of the bacteria with the host.

**Fig. 6:**
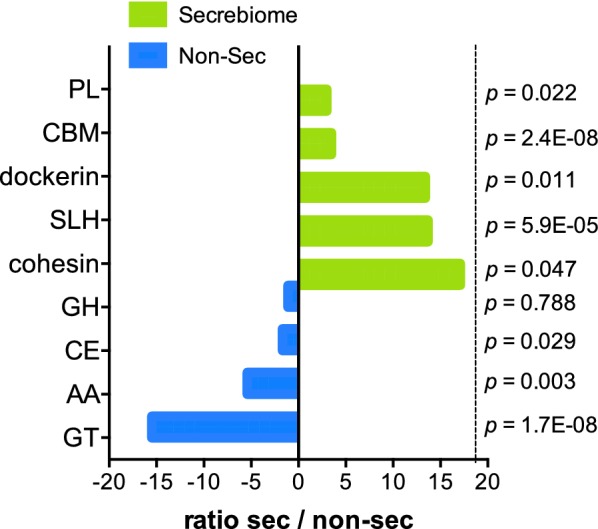
Ratio of Carbohydrate-Active enzymes (CAZys) in secreted and non-secreted proteins. The bars show the ratio of each CAZy family present in the total set of secreted (green)and non-secreted (blue) proteins. We used multiple t-tests to analyze the significant differences among the different enzyme families

### The Secrebiome of obesity had more abundance of antigenic regions (AAR)

Because an important proportion of the expressed proteins may be secreted and therefore, be in direct contact with the host, we determined the antigenic potential of the Secrebiomes calculating the abundance of antigenic regions (AAR) value. We found that the Secrebiomes of NW, OB, and OMS had significantly more antigenic density (Mann–Whitney test p ≤ 0.0001) than the corresponding sets of non-secreted proteins for each phenotype (Fig. 7). Interestingly, the Secrebiome of the NW (AAR = 40.33) was more antigenic than OMS (AAR = 40.5) and O (AAR = 40.66). However, significant differences among Secrebiome was only observed in comparisons of NW vs O (p = 0.0004673), and O vs OMS (p = 0.002006), while NW vs OMS was not significant (p = 0.4709). This result suggests that the Secrebiome associated with obesity decreased the expression of proteins associated with a higher antigenic density.

**Fig. 7:**
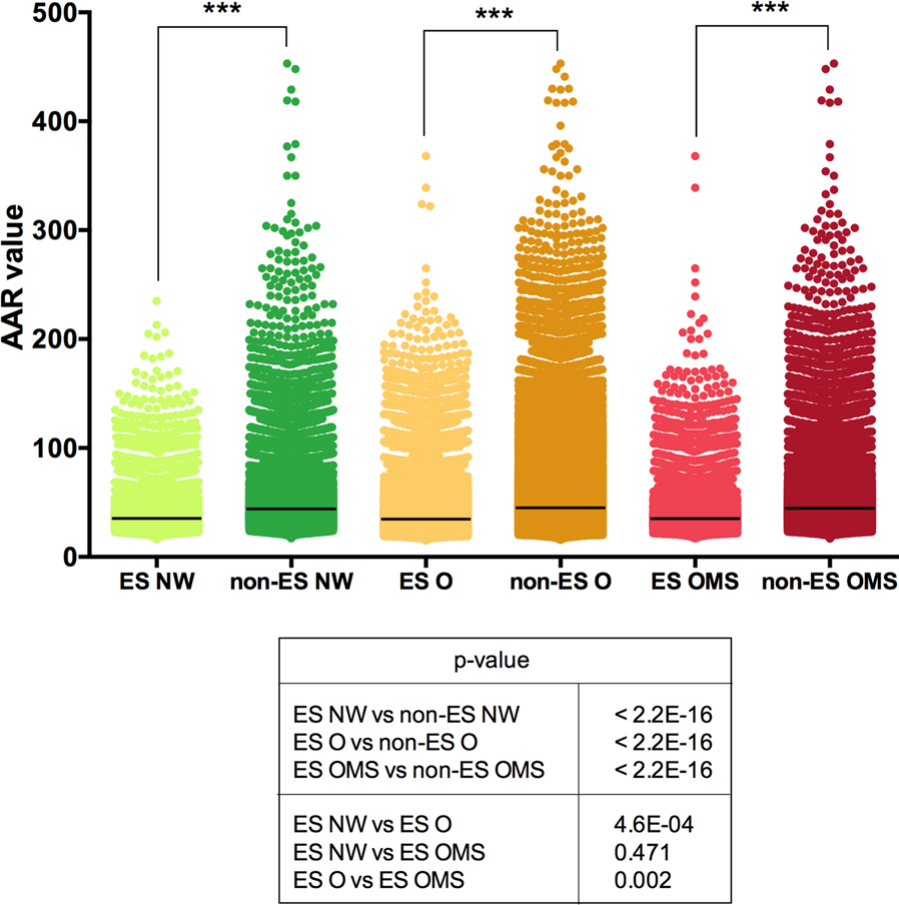
Comparison between the abundance of antigenic regions values (AAR) of secreted and non-secreted proteins in the different groups. The x-axis shows the protein set analyzed, and the Y-axis shows the AAR value obtained for each protein in the dataset. The line shows the mean value for each group. A Mann–Whitney test was performed to compare the AAR within each group with a confidence level of 99% (***p ≤ 0.001)

## Discussion

The current study presents, to the best of our knowledge, the first insight into the expressed genes corresponding to the secreted proteins of the microbiome, the Secrebiome, associated with obesity with, and without metabolic syndrome, in children around 9 years of age. The current Mexican cohort reflects the unrelenting prevalence of the obese population worldwide, a growing problem that is more pronounced in developing and developed countries. In 2017, the Organization for Economic Cooperation and Development (OECD) reported that the United States of America and Mexico led obesity rankings. In these terms, children are a particularly susceptible population that has been often overlooked by governmental policies and scientific studies but comprise an essential economic and health issue for the future of these countries. In our cohort of 750 individuals, we found that 52.94% of the obese children have metabolic syndrome, which is similar to the 62% obtained in previous reports for Mexican obese children [24].

The main focus of the current study was to assess the actual expressed profiles of the microbiota, using a metatranscriptomic approach (RNA-Seq). Whereas the metagenome may show the full functional potential of the microbiota, only a small fraction of the bacterial genes are expressed [25]. Thus, a metatranscriptomic approach provides a more accurate description of the underlying dynamics of obesity, by capturing the community transcript population representing each taxonomic group in the study [25]. Although our results from metatranscriptomics should be interpreted with caution due to the limited sample size, this work provides a framework for further studies using metatranscriptomics to analyze the expressed genes of the Secrebiome and its close relationship with the host under diseases.

We used the V4 region of the 16S rRNA gene to establish the taxonomic profile of the microbiota from fecal samples of three children groups: normal weight (NW), obese (O), and obese with metabolic syndrome (OMS). We observed that the three groups are dominated by the same three phyla, Firmicutes, Bacteroidetes, and Proteobacteria. However, we detected specific changes in the microbiota structure depending on the obesity type. The OMS patients had the highest bacterial diversity, followed by O and NW patients. This observation is in agreement with other studies with big cohorts of obese patients that also observe an increase in diversity in them [26]. Contrary, some studies revealed a decrease in diversity in obese patients [27, 28]. Regarding the Mexican children population, one study shows a higher diversity associated with obesity [29], and the other two studies showed no difference in diversity among obesity and normal-weight controls [30, 31]. Thus, the role of bacterial richness and diversity in children obesity remains unclear, suggesting that more studies are necessary. The PCoA analysis of the microbiota showed that the most compact cluster was formed among the NW samples, while the most disperse was the OMS group; the O group seemed to be an intermediate state of healthy and obese with metabolic syndrome. Similar clustering behavior was recently observed as a consequence of metabolic abnormalities in the adult population [26].

After analyzing the differentially abundant taxa, we observed that the genus *Porphyromonas* and an undetermined species within this genus were specifically over-abundant in the O group, suggesting that these taxa could be potentially used as biomarkers of obesity. Although we did not evaluate a concrete species, the presence of a typical member of this genus, *P. gingivalis* has been associated as a risk factor for developing obesity and diabetes [32]. Interestingly, we found that the class Coriobacteria, order Coriobacteriales, family Coriobacteraceae, genus *Collinsella* and species *Collinsella aerofaciens* were significantly more abundant, specifically in the OMS as compared to O and NW (Fig. 2), suggesting them as potential biomarkers for obesity with metabolic syndrome. Furthermore, this species also showed a significant positive correlation with triglycerides (r = 0.62, p = 0.00053), while showing a negative correlation with HDL (r = − 0.4, p = 0.039). Also, the genus *Collinsella* correlated positively with triglycerides (r = 0.64, p = 0.00029), BMI (r = 0.39, p = 0.044), and a negative correlation with HDL (r = − 0.4, p = 0.036), and had a weak positive correlation with waist circumference (r = 0.35, p = 0.073). The same behavior was observed with the corresponding family Coriobacteriaceae, order Coriobacteriales and class Coriobacteriia (Additional file 5: Table S2). We suggest that these taxa may be considered as biomarkers for OMS. In this regard, it was recently reported that an altered abundance of *Collinsella* genus changes the host’s plasma cholesterol levels, showing a positive correlation with LDL cholesterol [33]. Additionally, another study with big cohorts of adults recently reported the finding of an increased *Collinsella* abundance in obese patients [26]. Also, it has been observed that low dietary fiber intake increases *Collinsella* abundance in the gut microbiota of obese pregnant women [34]. Evidence from literature strongly suggests that Coriobacteraceae are important constituents of gut microbiomes affecting the physiology of human and mice hosts [35]. Thus, it appears crucial to evaluate host-microbe interactions in finer detail, in the context of host lipid and cholesterol metabolism and their role with obesity and obesity with metabolic syndrome.

Importantly, the abundance of *Parabacteroides distasonis* was significantly decreased in OMS as compared to O but not with respect to NW. Interestingly this species correlated positively with LDL cholesterol levels (r = 0.58, p = 0.0023). Recently, a study showed that *P. distasonis* produces metabolites that can reduce weight gain and hyperglycemia as well as improve glucose metabolism and symptoms of obesity-related conditions such as liver disease [36]. In this regard, our findings highlight the important effects of this species as a biomarker of obese children with metabolic syndrome. Also, the class Erysipelotrichi, order Erysipelotrichales, family Erysipelotrichaceae, genus *Catenibacterium* and an undetermined *Catenibacterium* species were significantly more abundant in OMS groups when compared to the O and NW, and may prove interesting biomarkers for obesity with metabolic syndrome. This genus has only one species that has been properly described (*Catenibacterium mitsuokai*), and a study with humanized mice fed with a “western” diet revealed an increased representation of *Catenibacterium mitsuokai*, in the fecal samples of these animals when compared with mice fed with a low fat/plant polysaccharide diet [37].

There is evidence from literature documenting a potential role for the family Erysipelotrichaceae in host physiology. The increased abundance of this family has been associated with host dyslipidemia in the context of obesity, metabolic syndrome and hypercholesterolemia [38–40]. Additionally, nutritional studies also support the influence of dietary fat on the abundance of this family [41]. Our data highlights the importance of the family Erysipelotrichaceae in metabolic syndrome of obese children and suggest that *Catenibacterium* and its undetermined species may be interesting as novel biomarkers of this disease. On the other hand, we also found an increased abundance of Bacteroidales in NW as compared to the OMS group, and an increase in the abundance of Clostridiales in OMS as compared to NW group. Recently, a report in adults determined that the microbial gut community of obese people was characterized by higher Clostridiales whereas lean people tend to have higher Bacteroidales counts [42]. The microbiota of obese adults recently revealed a high abundance of *Coprococcus*, a genus of Clostridiales [43], as well as in pregestational obesity [44], which is in accordance with our data, suggesting that these bacteria are important determinants in children obesity with metabolic syndrome.

The N50 of our metatranscriptome assembly was ~ 700 nt, which is congruent to the expected length of Prokaryotic mRNA molecules, (~ 900 pb long). Additionally, > 54% of the total reads from our samples mapped back to the assembly, suggesting an adequate assembly, even better than the ones obtained in other studies using a similar methodology [45]. Indeed, when we remapped sequencing data from different cohorts, we recovered ~ 25% of the reads despite them being of healthy adults from different populations, so this metatranscriptome and Secrebiome could be considered as a reference for further studies in different populations. Interestingly, the read proportion that mapped back to the Secrebiome from our children samples tended to be lower and more variable than the read proportion of the adult studies, suggesting that the adults tend to maintain a stable core of the Secrebiome, while children are more variable in read mapping abundance.

Bioinformatic prediction of the expressed genes corresponding to the Secrebiome is a novel methodology that could help us discover and understand novel communication mechanisms between the host and the microbiota. We found that ~ 26% of the total metatranscriptome expressed genes on the gut microbiota can be flagged as secreted proteins. The study of CAZymes in obesity studies is crucial due to their role in the degradation of complex carbohydrates that can be absorbed by the intestinal colonocyte. Contrary to a previous study of CAZymes in metagenome of obesity [46], we did not find differences in the Secrebiome between NW, O, and OMS, possibly due to the experimental design of our study. Still, we found that the abundance of *Faecalibacterium* and *Faecalibacterium prausnitzii* were significantly increased in O as compared to NW (Fig. 1e) and that this species had a significant positive correlation with BMI (r = 0.38, p = 0.048). It is well documented that *F. prausnutzii* can act as a probiotic due to its production of butyrate [47, 48], and it has been reported as depleted from the gut microbiota in individuals with metabolic syndrome [49], although we did not find a total depletion of this species in OMS group. However, a recent study with adult cohorts of obese patients found an increased abundance of *Faecalibacterium* [26], and also in a Mexican obese children cohort, an increase of abundance was reported [30]. Thus, further studies are necessary to clarify the role of *Faecalibacterium* in obesity.

Secreted proteins vary among the bacterial realm, as secretion systems are widely variable in complex communities such as the gut [50]. After establishing the characterization of the secreted proteins in our samples, the Gene Ontology and Enzyme Commission numbers showed a substantial prevalence of surface and membrane proteins in the Secrebiome. Furthermore, we also detected a marked prevalence of catabolic enzymatic activity and binding proteins that may contribute to nutrient uptake, polymer biodegradation, or cell attachment to the substratum or other cells. The Secrebiome presented a very different CAZY profile when compared to the rest of the metatranscriptome, with the Secrebiome being enriched in carbohydrate-catabolism proteins, namely glycoside hydrolases, carbohydrate-binding module, SLH domain bearing proteins, and carbohydrate esterases. Although the corresponding CAZy distribution was not group-associated, as a whole, the Secrebiome was particularly enriched in the production of SLH, and the dockerin-cohesin complex, congruent to binding requirements for the assembly of cellulosomes. Additionally, the abundance of antigenic regions (AAR), which evaluates antigenic density, found differences that were statistically significant between the NW and the O groups. As previous studies by our group have shown, the secretomes of more virulent pathogenic bacteria tend to have a higher antigenic density; this may be an indicator of pathogen activity in the obese subjects that may deserve further study [15, 51].

A total of 31 specific transcripts within the Secrebiome were deemed differentially abundant in association with either the O or OMS group. Since most were virtually absent from the NW (Fig. 4), we infer they may be related to the subjects’ condition. Interestingly, most of those presenting a high fold change in the O group (Fig. 5) were homologous to the genome of *Faecalibacterium prausnitzii,* which, as mentioned previously, has been considered as probiotic. Contrastingly, most differentially expressed transcripts associated with the OMS group were homologous to the pangenome of *Bacteroides*, a genus that has been commonly reported to be associated with overweight subjects [52]. *Bacteroides* species were also predominant among urban gut microbiomes and contained unique gene clusters, which encode different CAZymes, whose functions could be related to an energy over-extraction of the microbiota form OMS patients [53]. Even so, it is essential to note that although we can evaluate the taxonomy of these specific marker transcripts, this is by no means a thorough representation of the whole taxonomy and cannot rule out their presence and activity in the O or NW groups. Only some correlations were significant with the clinical data associated with obesity. Of these, perhaps the most interesting were those with LDL, commonly regarded as “bad cholesterol”. Two chaperone proteins were found to be negatively correlated to LDL mg/dL, DnaK (HSP70), and DnaJ (HSP40), both more prevalent in the O group and less in the OMS group. These have been reported to interact with one another to carry out ATP-hydrolysis, which may be related to the thermogenesis and binding with unfolded polypeptide chains to prevent their aggregation.

Overall, this study showed that the definition of the Secrebiome provided new information on the gut microbiome functions that are directly related to the host communication, helping us to understand the functional interplay within the holobiont and open new insights in the study of the expressed microbiome. These findings may provide valuable insights to understand how the expressed bacterial genes and their respective proteins in the gut influence the metabolic response of the host to different nutrients and the alterations during obesity and obesity with metabolic syndrome.

## Conclusions

One of the most exciting roles of the microbiota is its capacity to interact with the host and influence the overall health state. One of the mechanisms that the bacteria use to this end, is the secretion of proteins that interact directly with the host, metabolizing the nutrients for energy harvest and binding to host-cell receptors for signaling activities. The 16S rRNA profile of our samples showed the enrichment of taxa that have been previously reported as biomarkers for obesity such as Coriobacteraceae and *Collinsella* and suggest some new ones to be considered such as an increase of *Collinsella aerofaciens* and Erysipelotrichaceae, *Catenibacterium* and *Catenibacterium sp.*, and a decrease of *Parabacteroides distasonis*, which correlated with clinical and anthropometric parameters of obesity and metabolic syndrome. After comparing our metatranscriptome and Secrebiome with data from studies of other populations we observed that the proportion of mapped sequences was more variable for children samples than for adults, suggesting the establishment of a core Secrebiome in the adult population; further, given the high proportion of sequences that mapped back to our assembly, it could be considered as a reference for further studies in different populations. The differential expression analysis of the genes of Secrebiome proteins showed 31 significantly overexpressed genes for the O and the OMS group. Interestingly, these genes were homologous to *F. prausnutzii* in the O group and Bacteroides in the OMS group. Although this data does not establish the causal role of these taxa to the disease phenotypes, it cannot be discarded that some taxa could cause the dysbiosis present in a disease state.

Finally, the analysis of CAZy enzymes showed a differential distribution between the secreted and non-secreted proteins. The Secrebiome showed an increased presence of cohesin, SLH, dockerin, CBM, and PL domain bearing proteins, showing a potential critical role of the secreted proteins in the degradation and utilization of carbohydrates as nutrients. Overall, this study showed that the definition of the expressed genes of the Secrebiome provided new information on the gut microbiome functions that are directly related to the host health state and provide essential insights to understand how the bacterial proteins in the gut could influence the metabolic response of the host to different nutrients. The metatranscriptome and 16S profiling demonstrated the importance of the separation of obesity from obesity with metabolic syndrome patients for a better understanding of the microbiome role in the disease.

## Methods

### Study population, anthropometric and clinical parameters

We analyzed the stools from 10 normal weight (NW), 10 obese (O), and 7 obese with metabolic syndrome (OMS) children, aged 7–10 years old, from a summer-camp of children of Mexican Health Ministry employees. All children came from households with a middle economic class income and belonged to a similar socio-cultural status. All of them lived in Mexico City at the time of collection and did not practice any sport regularly. The study groups were paired by gender and age. Samples were refrigerated at home at 4 °C and transported to the research facility within the following 12 h after collection in a portable cooler with ice packs to preserve the temperature. All samples were received at the research facility in the early morning; 200-mg aliquots were made and stored at − 70 °C in sterile plastic containers with RNA later. Obesity was defined by body mass index (BMI) ≥ 95th percentile, whereas NW was defined as BMI between the 15th and 75th percentiles for age and gender, based on the guidelines of the Centers for Disease Control and Prevention (CDC). Metabolic syndrome parameters were determined according to previous reports [24], and OMS were defined by the presence of waist circumference > 75th by age and gender, and at least two of the following metabolic traits: (1) triglycerides > 1.1 mmol/L (100 mg/dL); (2) HDL cholesterol < 1.3 mmol/L (50 mg/dL), (3) glucose > 6.1 mmol/L (110 mg/dL) and (4) systolic blood pressure > 90th percentile for gender, age, and height. Blood samples of 5 mL were drawn after 8–12 h of fasting on the same day of the feces collection. Children in the O group were selected so that they did not have more than one trait matching the metabolic syndrome traits. Exclusion criteria for all samples included recent bodyweight loss > 10%, antibiotic intake 3 months before sample collection, and the occurrence of diarrhea or acute gastrointestinal illness during the same period. The Ethics Committee approved the study of the Instituto Nacional de Medicina Genómica (INMEGEN) in Mexico City, Mexico. The parents or legal guardians of each child signed the informed consent form for participation, and all children assented to participate. Anthropometric parameters (Additional file 1: Table S1), blood pressure, and body mass index were measured following standardized procedures, as previously described.

### Sample collection and DNA/RNA extraction

Total bacterial metagenomic DNA for 16S rRNA amplicon sequencing was extracted from 200 mg of feces using the QIAamp^®^ DNA Stool Mini Kit (Qiagen, Inc.; Hilden, Germany) following the manufacturer’s protocol. The total RNA extraction was performed with a combination of the ZR Soil/Fecal RNA MicroPrep (Zymo Research; California, USA) and the RNeasy Mini Kit (Qiagen, Inc.; Hilden, Germany), according to manufacturer’s protocol. The total RNA quality was assessed with an Agilent 2100 bioanalyzer and quantified with a Qubit 2.0 Fluorometer. Human and bacterial ribosomal RNA was removed using Ribo-Zero Gold rRNA Removal Kit (Illumina; California, USA) following manufacturer instructions.

### High-throughput 16S rRNA profiling and RNA-Seq

The V4 hypervariable region was amplified using 515F and 806R primers following the protocol by Caporaso and collaborators [54]. The amplicons were prepared using 100 ng of total DNA, and products were confirmed by agarose gel and purified using Agencourt AMPure XP beads (Beckman Coulter). Fragment size and DNA concentration of each amplicon were determined using an Agilent D1000 ScreenTape for 4200 TapeStation System (Agilent Technologies) and a Qubit 2.0 fluorometer (Invitrogen), respectively. Amplicons were sequenced using an Illumina MiSeq platform at the INMEGEN using reagents for 2 × 250 paired-end sequencing.

The RNA-seq libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs; Massachusetts, USA). In brief, total RNA previously depleted of rRNA was fragmented at 94 °C for 14 min, followed by first-strand retrotranscription and second cDNA synthesis with random primers using Klenow fragments. Next, we performed the ligation of Illumina compatible indices for multiplex after repairing DNA ends and adding a dA-tail to each strand. Finally, we performed the enrichment PCR amplification with 12 cycles following the manufacturer’s instructions. The quality and quantity of the resulting libraries were assessed with a Qubit 2.0 Fluorometer and Agilent 2100 bioanalyzer. All RNAseq libraries were sequenced at the INMEGEN sequencing service using the Illumina NextSeq500 platform for 2 × 150 paired-end sequencing.

### Bioinformatic analysis of the 16S rRNA profiling data

We applied a quality filtering (> Q20 Phred score) and ambiguous nucleotides removal. The resulting reads were joined and analyzed using the QIIME 1.9.1 package. Amplicon sequences were clustered at 97% identity into operational taxonomic units (OTUs) guided by the Greengenes Database (version 13_8) using UCLUST allowing for reverse strand matches following a closed reference-based clustering approach. We assigned the taxonomy to the resulting Operational Taxonomic Unit (henceforth OTUs) based on the one from 97% identity clusters of the Greengenes database. Sequences not aligning the references were not considered for downstream analyses. We eliminated the OTUs accounting for ≤ 0.005% of the total read abundance (80 cumulative reads) from downstream analyses. A valid taxonomy was assigned to the reads, and it was collated and reported in terms of relative abundance. UniFrac distances were calculated with scripts from the QIIME v1.9 suite. Data ordination was carried out from the distance matrices using a principal coordinate analysis (PCoA) with vegan using in-house scripts. Differentially abundant taxa (group-specific) were identified with the LDA Effect Size algorithm (LEfSe Galaxy Version 1.0) using a standardized taxonomy table (mean of 10,000 rarefactions at a depth of the smallest sample) to cope with uneven sample size. No per-sample normalization of the sum of the values to 1 M was used, and a minimum LDA score of 1 was considered. Group pairwise comparisons were carried out as well (not group-specific).

### Bioinformatic analysis of RNA-Seq data

The process is briefly described as follows. The first step was the quality assessment by FastQC (Andrews S. (2010). We filtered using a 20 Phred quality score trimming with Trimmomatic v 0.36 with a sliding window of 6 nt, following the removal of sequencing adapters and ambiguous bases. The resulting high-quality sequences were depleted of Prokaryotic and Eukaryotic rRNAs using Ribopicker v.0.4.3 and the SILVA rRNA database (132 release). The remaining non-rRNA sequences were aligned to the human genome and transcriptome (GRCh38_snp_tran) using HISAT2. Human-filtered sequences were then used as the input for the de novo transcriptome assembly with the Trinity metatranscriptomic assembler. After that, the original reads were aligned to the transcriptome using Bowtie2 v2.3 as part of the Trinity pipeline. 

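An FPKM above 1 was found for 24696 genes in NW 1 and 2021 in NW 2, for 23026 in O 1, 1782 in O 2 and 183543 in O 3, and for 19926 in OMS 1, 2076 in OMS 2 and 25683 in OMS 3, with a median of 21476 over the 8 samples. At these depths most genes with any count passed this threshold, from 88.2% of the genes with at least 1 count in O 3 to 98.6% in OMS 2. In any of the 8 samples 203114 genes had an FPKM above 1, and in all 8 samples 115 did.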

The abundance of expression was determined by FPKM for the normalization of sequencing depth and transcripts length, considering only the transcripts with FPKM > 1. TransDecoder (https://github.com/TransDecoder/) was used to identify the longest ORFs candidate of protein coding regions within transcript sequences. The resulted protein sequences were annotated with hmmscan from the HMMER suite v3.1 against the dbCAN to obtain the carbohydrate-active enzymes (CAZY). Protein sequence homology was annotated by BLASTP against the NCBI non-redundant (NR) and functionally mapped to Gene Ontology (GO) terms using Blast2GO. The E-value cut-off was set at 1.0E−3.

### Secrebiome definition

To assess the set of secreted proteins of the metatranscriptome, we followed the bioinformatic strategy previously published in Cornejo-Granados et al. 2017. Briefly, the complete set of proteins was analyzed independently with six different feature-based tools to identify the excreted/secreted proteins (ES) by different secretion pathways and removing the ones that had transmembrane domains. All secreted proteins were analyzed with BLASTP against the NCBI’s non-redundant (nr) database using Blast2GO with an E-value cut-off set at 1.0E−3 to identify homolog proteins. Additionally, all proteins were functionally mapped to GO terms and annotated by setting the following parameters: E-value-hi-filter: 1.0E−3; Annotation cut-off: 55; GO weight: 5 and Hsp-Hit Coverage cut-off: 0. Finally, we used Blast2GO to identify the over or under-represented GO and EC terms in the ES proteins, by setting the term filter *p* value to ≤ 0.05.

### Differential gene expression analysis

We selected the genes of the Secrebiome with an FPKM > 1 for the differential gene expression analysis. In this manner, a gene is only considered if it is covered by reads in 1 kB long. These cut-offs were more stringent than those used in previous studies. Protein isomeres detected in the secretome were subjected to filtering for reducing data sparsity. The expression measurement was in RNA-Seq by Expectation–Maximization (RSEM), a reference-free transcript quantification method. 

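Of the 224427 assembled genes, 219858 had a count of at least 1 in any O or OMS sample, and 209012 also had 2 or more counts in total. Counts in at least 3 of the 6 samples were found for 14407 of them, and 14323 had counts in both groups as well. Of these 14323 genes, 14019 had a count in O 3, 11988 in OMS 3, 11845 in O 1, 8848 in OMS 1, 1284 in O 2 and 1048 in OMS 2. Only 185 genes had a count in all 6 samples, and DESeq2's size factors, which by default use the genes without a 0 in any sample, rest on those.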

Briefly, the expression below 1 in any sample was not considered, and isomeres with less than 2 cumulative observations across the samples, or those appearing in less than 3 samples or less than 2 groups were discarded. The RSEM of the resulting core isomeres in the O and OMS groups were standardized with the Differential expression of RNA-Seq (DESeq 2 v. 1.26.0) R package using default parameters, and those that were more abundant in either group were subsequently identified. Isomeres with a p-value below an α of 0.05 were considered as differentially abundant expression markers (given by log2 fold change) and were used for downstream analyses. Identified gene markers associated with either the O or the OMS groups were compared with the NW samples by standardizing the RSEM tables with DESeq using the three groups. Pearson/Spearman’s rank correlations between the gene markers and clinical data were calculated with in-house scripts. Cross-referenced GO and EC tables were filtered to retain only proteins identified with a unique identifier. These were collated per sample and the tables were standardized following the same procedures for the protein isomeres. These were then used for the calculation of recruitment plots using vegan with in-house scripts. The sequences corresponding to the differentially abundant transcripts identified with DESeq were used for homology search against NCBI’s NT database using the blastn algorithm from the BLAST + suite v 2.10 using with expected value 0.0001, id = 0.80, coverage 75%, Match/Mismatch 2,-3, and Gap/ext 5,2. If trailing hsps had a difference of > 7.5% identity, only the former was considered, and hits with no taxonomic information were ignored. The associated taxonomy was determined with a last common ancestor approach of all results.

### Search of CAZymes in the metatranscriptome and Secrebiome

We downloaded the CAZy database from http://bcb.unl.edu/dbCAN2/download/Databases/dbCAN-old@UGA/ containing 921,174 sequences as of September 2017. The detection of Carbohydrate-Active enzymes was performed using HMMER v3.1. Briefly, we prepared the CAZy HMM database with hmmpress using default parameters, and searches were carried out with hmmscan using the predicted proteins of the metatranscriptome and Secrebiome as inputs. Finally, we parsed the results using hmmscan-parser.sh and in-house scripts.

### Calculation of the abundance of antigenic regions (AAR)

The AAR is a value used to estimate the antigenic density of a protein, calculating the number of antigenic regions and normalized by the sequence length. We calculated this value using the Secret-AAR webserver for the different protein data sets [51]. Then, we used a Mann–Whitney test (p < 0.001) to establish if there was a significant difference between AAR values of the different data sets.

### Data accessibility

The sequencing data have been deposited in the NCBI GEO repository and can be consulted under the accession number GSE143207. Requests for additional material should be made to the corresponding author.

## Supplementary information

**Additional file 1: Table S1.** Anthropometric and biochemical characteristics of the analyzed population.

**Additional file 2: Figure S1.** Alpha diversity per sample at max depth; (a) Shannon index and (b) Observed OTUs.

**Additional file 3: Figure S2.** Top ten most abundant taxa: Per group a) phyla, b) families and c) genera per group; and per sample d) phyla, e) families and f) genera. NW = Normal Weight, O = Obese, and OMS = Obese with Metabolic Syndrome.

**Additional file 4: Figure S3.** Principal coordinate analyses of Weighted UniFrac distances. Distances are based on taxa abundance. The two linear combinations explaining the most variation are shown as dimensions 1 and 2. Elipses were calculated based on the most distant samples per group. Samples for which RNA-seq information is available are presented with a larger font.

**Additional file 5: Table S2.** Pearson correlations between clinical/anthropometric parameters and significantly abuindant taxa among NW, O, and OMS.

**Additional file 6: Figure S4.** Bioanalyzer profile of each sample used for the metatranscriptome.

**Additional file 7: Table S3.** Basic statistics of the metatranscriptome assembly.

**Additional file 8: Figure S5.** GO terms and Enzyme commission class distribution of the total ES proteins. Each pay graph shows the different GO and enzyme terms associated with the complete ES proteins encoded in the metatranscriptome for a) Molecular Function, b) Cellular Component, c) Biological Process, and d) Enzyme categories.

**Additional file 9: Figure S6.** Recruitment of unique functional categories per sample. Samples are colored by NW, O, and OMS groups. a) Recruitment of unique Gene Ontology (GO) features in progressive randomized no-replacement rarefactions based on Hurlbert calculations. b) Recruitment of unique Enzyme Commission numbers (EC) in progressive randomized no-replacement rarefactions based on Hurlbert calculations.

**Additional file 10: Figure S7.** Per-sample expression of transcripts associated with the O and OMS groups. The total normalized RSEM abundance of each transcript per sample with a higher abundance in yellow. Only differentially abundant transcripts associated with the case groups are shown. DESeq-based standardization of the expression signal was carried out considering all samples.

**Additional file 11: Figure S8.** Correlations between differentially abundant transcripts and clinical data. Only significant correlations are shown (α = 0.05). Pearson correlation, the p-value is shown. A linear regression model is fitted to the data using the transcript as a predictor; the intercept and slope are shown, and SE is presented as a shadow. Transcripts (x-axis) are shown as relative normalized RSEM abundances. The scale of the clinical data is different for each parameter. **a–d)** Transcripts positively correlating with diastolic blood pressure (percentile). **e–f)** Transcripts negatively correlating with glucose levels (mg/dL). **g–h)** Transcripts negatively correlating with LDL levels (mg/dL). **i–l)** Transcripts positively correlating with systolic blood pressure (percentile). **m)** Transcripts positively correlated to triglyceride levels (mg/dL). **n–o)** Transcripts positively correlated to subject weight (g).

**Additional file 12: Figure S9.** Carbohydrate-active enzyme distribution. Relative abundance of CAZy enzyme families across the secreted and non-secreted proteins in the NW, O, and OMS groups.

## Data Availability

The sequencing data have been deposited in the NCBI GEO repository and can be consulted under the accession number GSE143207. Requests for additional material should be made to the corresponding author.

# Supplementary material for: Metatranscriptomic analysis to define the Secrebiome, and 16S rRNA profiling of the gut microbiome in obesity and metabolic syndrome of Mexican children
**Source:** Microb Cell Fact. 2020 Mar 6;19:61. doi: 10.1186/s12934-020-01319-y
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Anthropometric and biochemical characteristics of the analyzed population.

**Table S1. Anthropometric and biochemical characteristics of the analyzed population**

| <b>Characteristics</b>           | <b>Group NW</b> | <b>Group O</b> | <b>Group OMS</b> | <b>P-value</b> |
|----------------------------------|-----------------|----------------|------------------|----------------|
| <b>Sample number</b>             | 10              | 10             | 7                |                |
| <b>Age</b> (year)                | 8.59±0.95       | 9.01±0.85      | 8.99±1.08        | 0.6752         |
| <b>Gender</b> (male/female)      | 6/4             | 7/3            | 5/5              | 0.8566         |
| <b>BMI</b> (kg/m <sup>2</sup> )* | 39.3±16.98      | 96.2±1.47      | 98±1.31          | < 0.0001       |
| <b>WL</b> (cm)*                  | 58.32±3.67      | 82.44±9.4      | 89.19±7.45       | < 0.0001       |
| <b>SBP</b> (mmHg)*               | 28.9±10.85      | 46.8±30.46     | 51.57±30.25      | 0.353          |
| <b>DBP</b> (mmHg)*               | 70.90±10.53     | 59.3±20.52     | 70.86±19.12      | 0.3983         |
| <b>GLU</b> (mmol/L)*             | 86.20±5.34      | 91.60±2.73     | 86.43±4.66       | 0.1103         |
| <b>Blood lipid</b>               |                 |                |                  |                |
| <b>TC</b> (mmol/L)*              | 172.72±19.22    | 178.7±26.85    | 174.08±26.59     | 0.7477         |
| <b>TG</b> (mmol/L)*              | 56.6±19.47      | 80±27.05       | 185.57±84.83     | 0.0004         |
| <b>LDL</b> (mmol/L)*             | 98.90±20.02     | 115.7±28.36    | 109.8±19.87      | <0.00X         |
| <b>HDL</b> (mmol/L)*             | 62.5±10.82      | 47±8.5         | 37.8±6.68        | 0.3661         |

\***BMI**: Body mass index; **WL**: Waistline; **SBP**: Systolic blood pressure; **DBP**: Diastolic blood pressure; **GLU**: Blood glucose;

**TC**: Total cholesterol; **TG**: Triglyceride; **LDL**: Low density lipoprotein; **HDL**: High density lipoprotein;

#: Kruskal-Wallis test.

# Supplementary material for: Metatranscriptomic analysis to define the Secrebiome, and 16S rRNA profiling of the gut microbiome in obesity and metabolic syndrome of Mexican children
**Source:** Microb Cell Fact. 2020 Mar 6;19:61. doi: 10.1186/s12934-020-01319-y
**Supplement:** Supplementary file 4 — Additional file 4: Figure S3. Principal coordinate analyses of Weighted UniFrac distances. Distances are based on taxa abundance. The two linear combinations explaining the most variation are shown as dimensions 1 and 2. Elipses were calculated based on the most distant samples per group. Samples for which RNA-seq information is available are presented with a larger font.

# PCoA - Weighted UniFrac

Dimensions 1 and 2 – Adonis R2: 0.1345 p = 0.0973

Dim2 – Variation explained: 24.6 %

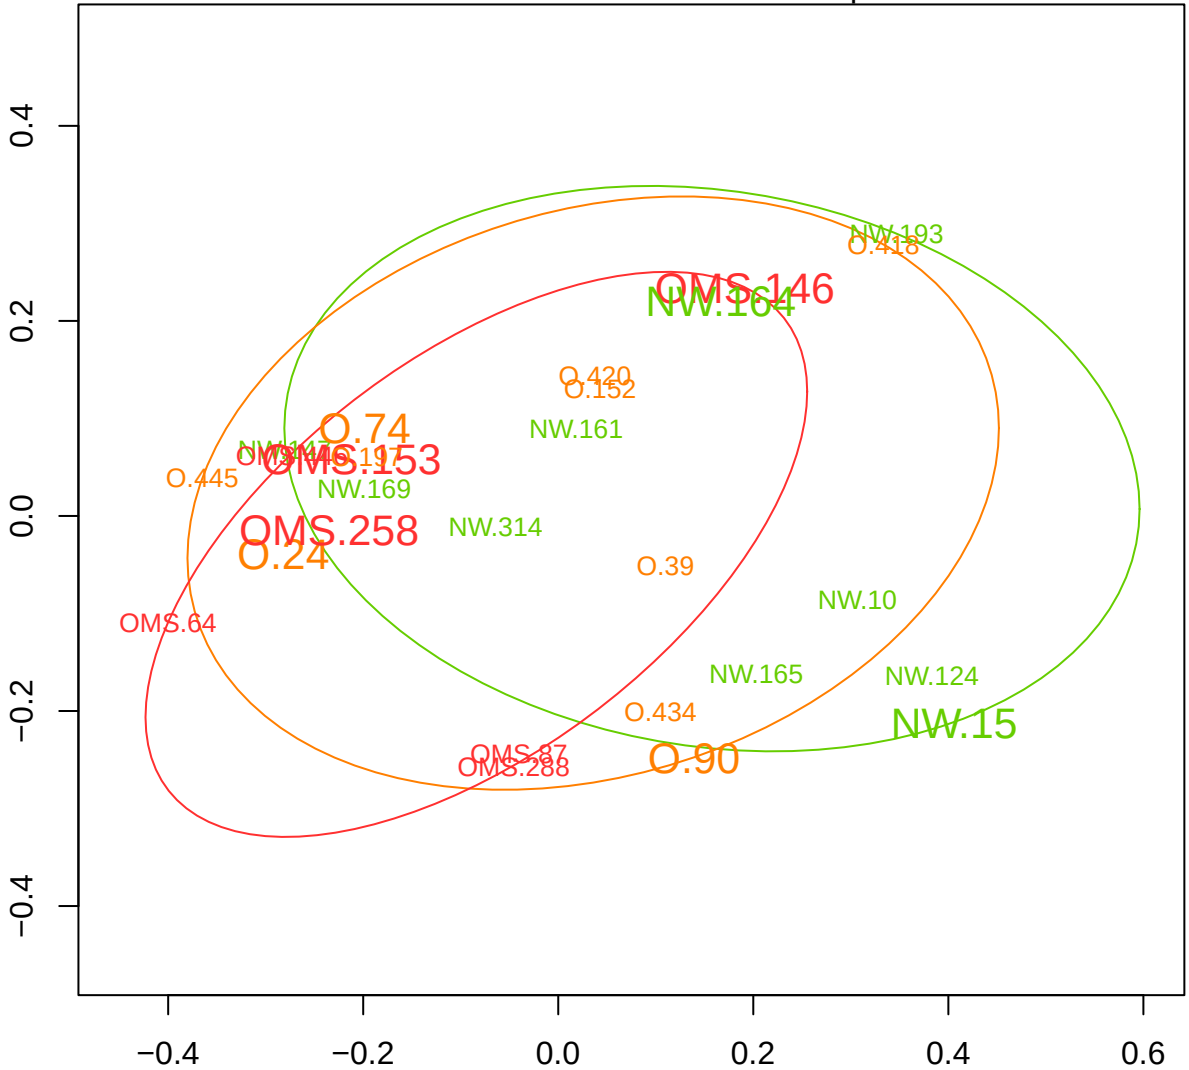

Dim1 – Variation explained: 55.3 %

# Supplementary material for: Metatranscriptomic analysis to define the Secrebiome, and 16S rRNA profiling of the gut microbiome in obesity and metabolic syndrome of Mexican children
**Source:** Microb Cell Fact. 2020 Mar 6;19:61. doi: 10.1186/s12934-020-01319-y
**Supplement:** Supplementary file 7 — Additional file 7: Table S3. Basic statistics of the metatranscriptome assembly.

**Table S3.** Basic statistics of the metatranscriptome assembly

|                                                                                                                                                             |                                                                                           |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------|
| Counts of transcripts:<br><br>Total trinity 'genes': 224,427<br>Total trinity transcripts: 309,550<br>Percent GC: 50.32                                     |                                                                                           |
| Stats based on ALL transcript contigs:<br><br>Contig N10: 3,980<br>Contig N20: 2,248<br>Contig N30: 1,527<br>Contig N40: 1,108<br>Contig N50: 811           | Median contig length: 359<br>Average contig: 605.01<br>Total assembled bases: 187,279,659 |
| Stats based on ONLY LONGEST ISOFORM<br>per 'GENE':<br><br>Contig N10: 3,908<br>Contig N20: 2,186<br>Contig N30: 1,430<br>Contig N40: 990<br>Contig N50: 702 | Median contig length: 333<br>Average contig: 557.04<br>Total assembled bases: 125,015,187 |

How the deposited data were processed for this re-analysis (not part of the article)

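Fecal RNA of 8 children was sequenced by the study as a metatranscriptome, 2 in the NW group, 3 in the O group and 3 in the OMS group. As the paper describes, the authors trimmed the reads with Trimmomatic, removed rRNA and human reads, assembled the remaining reads of all the samples together with Trinity and aligned the reads of each sample to the assembly with Bowtie2. They deposited 1 table per sample with the RSEM result for each of the 224427 assembled genes. The expected counts that the authors deposited are RSEM's estimates of the fragments from each gene, divided among genes where a fragment matches several, and are not normalized. The TPM values that the authors deposited are the same estimates divided by effective length and scaled to the same total in every sample, and the FPKM values that the authors deposited are scaled by effective length and by the fragments mapped in each sample. The deposited length and effective length of each gene, in nt, were used for the assembly statistics and the mean fragment length.

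Each table was matched to its group and replicate through the sample labels. The replicate numbers come from the submitters' numbering. The paper states that its groups were matched by gender and age, but nothing links that matching to the replicate numbers. Samples with the same number are different children. The total expected count was between 701466 and 16626404 fragments per sample. The floor below which a value was taken as undetectable was 3 counts.

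For the comparison of O with OMS, expected counts under 1 were set to 0 and the rest were rounded to whole numbers. Genes with at least 2 counts in total, seen in at least 3 of the 6 samples and in both groups, were kept. These limits are those of the paper's methods, which applied them to isomeres of the Secrebiome and not to Trinity genes. The paper's wording does not settle whether its filter also covered the NW samples. The FPKM threshold that the methods apply before these steps was left out and run as an alternative. The list of Secrebiome genes was not used here, so the comparison ran over all assembled genes that passed, 14323 in number. The test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3, default settings) with TMM normalization and Benjamini-Hochberg adjustment, with an adjusted p-value threshold of 0.05 and an unadjusted threshold of 0.05 for the 31 transcripts of Fig. 5. The standard error of a log2 fold change was taken as its size divided by the square root of its F statistic. NW was compared with O, with OMS and with their mean in a fit of all 8 samples over 21788 genes, with the same filter over the 8 samples. Normalized counts (CPM) use the TMM factors of the 8-sample fit. Where a group had 3 counts or fewer in every sample, a fold was computed against the floor and given as a lower bound, which covers counting error only. Sums over the transcripts of a taxon were compared with a two-sided exact permutation test, which cannot go below p = 0.1 with 3 samples against 3. The transcripts named were set by a rule written beforehand, namely the 31 transcripts of Fig. 5, in full those that the paper's text names, and outside them up to 2 rising and 2 falling genes with an adjusted p-value under 0.05 whose groups did not overlap. No gene met the last part of the rule. The names of proteins and taxa are those of Fig. 5, since the tables give Trinity identifiers alone.

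The edgeR comparison was tested on simulated counts for the 14323 genes, with 200 genes changed by 4 on the log2 scale. With a dispersion of 0.1 it called 200 of the 200, with 10 false calls. With the common dispersion of the O and OMS samples, 6.29, it called 0 of the 200, of which 168 passed the filter, and the share of unchanged genes with an unadjusted p-value under 0.05 was 0.48%.

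The alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0 with default settings (the paper used another version of DESeq2), no filter beyond a count of 1 in any sample, at least 10 counts in every sample, an FPKM above 1 in at least 3 samples, all 3 groups in the fit, counts under 1 kept, no rounding, counts summed over Trinity clusters, the replicate number as a block, and each sample left out in turn. All of these were set before the data were examined. After the data were examined, 5 more were added, namely the fragment-length class of the samples as a covariate, the samples with shorter fragments alone, TMMwsp normalization, DESeq2 without its Cook's distance cutoff, and edgeR's newer quasi-dispersion. The deposited TPM and DESeq2's size factors were also added then for the number of the 31 transcripts whose O and OMS samples do not overlap. The 16S rRNA data, the clinical measurements, the CAZy annotations, the abundance of antigenic regions (AAR) and the samples of other studies were not analysed here. Tables were read and summarised with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.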

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

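Which explanations to test, apart from the share of genes in common Trinity clusters, was chosen after the result was seen. A count of at least 1 in O 3 and in no other sample was found for 157350 assembled genes, 70.1% of the assembly. They stood out as a signal in genes that the paper does not discuss one by one, in 1 sample of the O group and at no count in both NW samples. The highest number of genes counted in only 1 of the other 7 samples was 3410, in O 1. The genes found only in O 3 held 13.9% of its fragments, with a median of 4.0 counts per gene, and 32717 of them had at least 10 counts. Their median length was 304 nt, against 467 nt for the genes counted in another sample. Drawn down to the 4753600 fragments of OMS 1, the second deepest sample, O 3 had a count for 150866 genes in all, found only there or not, against 21407 in OMS 1. The assembly was built from the reads of all the samples, O 3 at its full depth included, and 50.0% of the counted fragments are from O 3, so contigs assembled because of its depth stay in the list of genes. This pattern therefore cannot be told apart from the depth of O 3. Reads split between genes of the same Trinity cluster would not give most of it, since 11.4% of these genes shared their cluster with a gene counted in another sample. A biological explanation by condition was not supported by the design, since O 1 and O 2 had 3410 and 186 such genes. The files do not pair the genes with organisms, so reads from an organism found only in O 3, whether from the gut or introduced later, could not be tested.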

How the results depend on the processing

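The number of genes with an adjusted p-value under 0.05 between O and OMS was 0 in 19 of the 21 alternatives to the edgeR fit, and the exceptions were both DESeq2. It was 3 with DESeq2 at default settings and 48 with DESeq2 without its Cook's distance cutoff, an alternative chosen after the data were examined. DESeq2's size factors in edgeR gave 0, but edgeR called none of the simulated changes at this dispersion, so this does not separate the scaling from the test, and the cause was not settled. The number with an unadjusted p-value under 0.05 was 8 in the main comparison (6 higher in OMS, 2 higher in O), 25 with DESeq2's size factors in edgeR (12 and 13), 45 with an FPKM above 1 in at least 3 samples (6 and 39), 89 with all 3 groups in the fit, 16 between the samples with shorter fragments, 95 with edgeR's newer quasi-dispersion, 1 with TMMwsp, 319 with DESeq2 (57 and 262) and 1013 with DESeq2 without its cutoff. It was 0 with no filter and 0 with at least 10 counts in every sample, a filter that left 71 genes and none of the 31 transcripts, so the results for the 31 have no value under it. It ranged from 0 to 8 over the 6 fits that each left out 1 sample.

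Of the 31 transcripts of Fig. 5, 14 had an unadjusted p-value under 0.05 with DESeq2 at default settings and 18 without the Cook's distance cutoff. Under every other alternative, those that left out 1 sample included, the number was 0. The number higher in the group that Fig. 5 gives was 31 with each alternative except the sum over Trinity clusters (28), the samples with shorter fragments (29) and the fits that each left out 1 sample (29 to 31). The transcripts were chosen on these samples for their difference, so these numbers are no independent support for the direction. Of the 140 log2 fold changes of the 7 transcripts named in the paper's text under the alternatives, 131 kept their direction and their side of the threshold, 8 passed it, all with DESeq2, and 1 reversed. In simulated data with the dispersion of these samples, edgeR gave an unadjusted p-value under 0.05 for 5 of the 168 changed genes tested, and for 25 with its newer quasi-dispersion, so a p-value that stayed above the threshold in an edgeR alternative shows little about stability. The reversed one was DN70736_c1_g8, from 3.82 to -1.11 (OMS minus O) when counts were summed over its Trinity cluster. The scaling moved the median log2 fold change of all genes from -0.58 with TMM to -1.70 with DESeq2's size factors. Relative to that median, all 31 transcripts lay on the side of their associated group under TMM, TMMwsp and DESeq2's size factors.

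No gene had an adjusted p-value under 0.05 between NW and the mean of O and OMS except with DESeq2, which gave 92. The cause was not settled here either, since edgeR gave 0 with DESeq2's size factors and with TMM. The number with an unadjusted p-value under 0.05 was 105 in the edgeR fit of all 8 samples (all higher in NW), 340 with DESeq2's size factors in edgeR, 359 with DESeq2 (140 higher and 219 lower in NW), 2548 with no filter, 0 with at least 10 counts in every sample, 89 with clusters, 67 with the fragment-length class as a covariate, 80 with TMMwsp and 6 to 42 over the fits that each left out an O or OMS sample. With an adjusted p-value under 0.05, DESeq2 gave 31 higher and 61 lower in NW. Of the 31 transcripts, between 25 and 28 were lower in NW over the 8 fits that each left out 1 sample, against 27 with all 8 samples and 26 or 27 under the other alternatives. With DESeq2, 7 of them had an unadjusted p-value under 0.05, and under the others none. With NW 1 or NW 2 left out, NW had 1 sample, so only the direction is given for these fits. The log2 ratio of the *F. prausnitzii* sums, O over OMS, was 4.23 in the main setting, 7.35 with DESeq2's size factors, 4.75 with TPM, 1.56 with clusters, and 3.55 to 6.12 with each sample left out. That of the *Bacteroides* sums, OMS over O, was 3.34, 3.80, 6.19, 1.71, and 2.14 to 4.02. The N50 moved from 591 to 656 nt when each gene had its longest length of the 8 files. The median number of genes with an FPKM above 1, 21476, became 23481 with a threshold of 0.1 and 23526 with at least 1 expected count.

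With the replicate number as a block, no gene had an adjusted or an unadjusted p-value under 0.05 between O and OMS, none of the 31 transcripts had an unadjusted p-value under 0.05, and all 31 kept their direction. The deviations of same-numbered samples from their group means had correlations of 0.007, 0.035 and 0.168, a mean of 0.07, against a mean of -0.035 for the other 6 pairs of samples, so the numbers were not taken to pair the samples. In the fit with NW, the block gave 0 genes with an adjusted p-value under 0.05 between NW and the mean of O and OMS, 66 with an unadjusted one, and 27 transcripts lower in NW.

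Of the 14323 genes compared, O 2 had a count for 1284 and OMS 2 for 1048. Without O 2 and OMS 2, no gene had an adjusted p-value under 0.05 and 16 had an unadjusted one, so whether their low detection limits the comparison was not shown. With simulated changes of 4 on the log2 scale at the common dispersion of these samples, 6.29, the edgeR test called 0 of 200 changed genes, while at a dispersion of 0.1 and the same number of samples it called all 200.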

Differences from the paper's values

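The paper reports 31 transcripts with a p-value below its threshold, 16 in O and 15 in OMS. In the edgeR comparison of all assembled genes, 0 of those 31 had an unadjusted p-value under 0.05, 0 of the 16 in O and 0 of the 15 in OMS. In simulated data with the dispersion of these samples, this edgeR test gave such a p-value for 5 of 168 changed genes. A number of 0 from edgeR is therefore weak evidence against the paper's list. With DESeq2 at default settings, 14 of the 31 passed, 11 of the paper's 16 in O and 3 of the paper's 15 in OMS, so this alternative came within a factor of 1.5 of the paper's number for O but not for OMS or for the whole list. DESeq2 gave no p-value for 8 of the 31, so these could not pass. Among those with a p-value, 11 of 11 passed in O and 3 of 12 in OMS. None of the other alternatives set before the data were examined closed the gap, since each gave 0 of 31. DESeq2 without its Cook's distance cutoff, chosen after the values were seen, gave 18 of 31.

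The paper describes the impact of the NW group on the fold changes as negligible, and most of the transcripts as nearly absent from NW. Both statements leave room for single transcripts, so the exceptions listed below are not a difference from a stated value. By detection alone, near absence of most transcripts was not seen in NW 1. It had a count for 27 of the 31 transcripts. The number was 27 in OMS 3, 30 in O 1 and in OMS 1, and 31 in O 3. NW 2 had a count for 5, but it detected fewer genes in general. At least 1 NW sample was above 3 counts for 24 of the 31, although 27 were lower in NW than in their associated group. The exceptions had a mean in NW above that of the associated group. For DN70451_c0_g2 and DN73431_c2_g5, which the paper associates with O, it was 387 against 150 and 173 against 110 normalized counts. For DN69146_c0_g1 and DN65331_c2_g1, which the paper associates with OMS, it was 266 against 157 and 14.9 against 9.46. None of these differences had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. The list depends on the scaling. With the deposited TPM, DN73431_c2_g5 had 12.97 in NW 1 and 0 in NW 2, against 2.52, 0 and 19.21 in O 1, O 2 and O 3, a lower mean in NW. The other listed transcripts kept the higher mean in NW, by little for DN65331_c2_g1. The O transcripts DN68447_c0_g3 and DN71422_c1_g2 then also had a higher mean in NW than in O.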

Other observations

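The tests of why O 2, OMS 2 and NW 2 detected fewer genes were chosen only after that result was seen, and what each test and the other splits of the samples would show was written down after their values were seen. Each of these samples had a count for 1803 to 2100 genes, against 21407 to 208187 in the other 5, and fragments of 328 to 338 nt against 168 to 178 nt. The median count of a detected gene was 93.0 to 116.0 in them and 5.0 to 18.0 in the others. The others drawn down to 701466 fragments still detected at least 17028 genes, so the number of fragments counted on this assembly would not give the pattern, but the drawing down does not undo the part that depth had in the assembly. Longer fragments that miss short genes would not give it. Among genes over 1000 nt, the 3 samples detected 465 to 526 genes and the other 5 at least 4179, so the fewest among the others was 7.9 times the most among the 3. The 100 most abundant genes took 38.3% to 43.1% of the counts in the 3 samples and 17.1% to 46.7% in the others, so a few genes taking most of the counts would not give it. The 3 samples belong to 3 conditions, 1 in each, which the condition of the sample would not give. A loss of molecules in a library preparation that the 3 samples shared could not be told apart from a difference between the communities of these children. Genes with at least 10 counts in every sample with shorter fragments were 1601 in number, and between 71.1% (O 2) and 82.3% (OMS 2) of them had no count in a sample with longer fragments. For each sample with shorter fragments, the same share among genes with at least 10 counts in the other 4 was 3.1% to 36.2%. Samples that detect fewer genes miss more of any set of genes chosen in the others, so these shares restate the pattern and do not separate the explanations. The paper's text and the labels name no preparation batch.

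DESeq2's size factors for the O and OMS samples rest on the 185 of 14323 genes with a count in all 6. Divided by each sample's relative depth, they were 2.58 in O 1, 0.948 in O 2, 0.501 in O 3, 1.31 in OMS 1, 0.341 in OMS 2 and 3.09 in OMS 3.

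The 6 O and OMS samples can be split into 2 groups of 3 in 10 ways, of which 4 part all 3 pairs of same-numbered samples, as the real grouping does. The real one gave 0 genes with an adjusted p-value under 0.05 in edgeR, a number that all 4 of these splits reach whatever the data, so this comparison tells nothing. With an unadjusted p-value under 0.05, edgeR gave 8 genes for the real split and 17 to 78 for the other 9, so the real split had the fewest. For DESeq2, all 4 also gave as many genes with an unadjusted p-value under 0.05 as the real split, which gave 319, against 397 to 846 in the other 3. The 6 splits that part 1 pair gave 441 to 1715, so the real split had the fewest of the 10. With an adjusted p-value under 0.05, DESeq2 gave 3 genes for the real split and 0 to 143 over all 10. With 3 samples against 3 these splits cannot tell a difference between the groups from chance. Of the 8139 p-values that DESeq2 gave for the real split with default settings, 3.92% were under 0.05. Without its Cook's distance cutoff, 1013 of 14323 were, a larger share.

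The 3 genes with an adjusted p-value under 0.05 in DESeq2 at default settings are outside Fig. 5 and were singled out after their values were seen. DN69497_c0_g3 had counts of 92, 566 and 1435 in OMS 1, OMS 2 and OMS 3 and of 1 in each O sample, and was at least 279-fold higher in OMS (adjusted p = 0.0128 from DESeq2, 1 from edgeR). DN73105_c8_g5 had counts of 5, 92 and 11235 in O 1, O 2 and O 3 and of 1, 0 and 0 in OMS. It was at least 203-fold higher in O (adjusted p = 0.0182 from DESeq2, 1 from edgeR), a bound that rests mainly on O 3. Both fold bounds cover counting error only. DN73094_c1_g1 had counts of 13 and 2190 in O 1 and O 2, a count between these in O 3, and counts of 4, 0 and 0 in OMS, a log2 fold change of -11.63 in DESeq2 (adjusted p = 0.0182, and 1 from edgeR). The number of genes so called ranged from 0 to 48 over the alternatives. The paper does not report these genes.

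Across the 88602 genes with at least 10 counts in any sample, Pearson's r of log2 CPM (pseudocount 1) had a median of 0.15 over the 7 pairs of samples in the same group and of 0.18 over the 21 pairs from different groups. These correlations are across genes, which are not independent replicates, and the 28 pairs share samples. Within the 5 samples with shorter fragments, the 10 pairs had a median of 0.21, and the 3 pairs of samples with longer fragments had a median of 0.09.

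Of the 31 transcripts of Fig. 5, 13 had no count in O 2, OMS 2 or NW 2. In the samples with shorter fragments alone, both samples of the associated group were above both of the other group for 18 of the 31. The transcripts were chosen for their difference on these samples, so this count shows no stability.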
